# Immunogenetic and tolerance strategies against a novel parasitoid of wild field crickets

**DOI:** 10.1002/ece3.6930

**Published:** 2020-10-26

**Authors:** Kristin L. Sikkink, Nathan W. Bailey, Marlene Zuk, Susan L. Balenger

**Keywords:** *Ormia ochracea*, resistance, *Teleogryllus oceanicus*, transcriptomics

## Abstract

Among the parasites of insects, endoparasitoids impose a costly challenge to host defenses because they use their host’s body for the development and maturation of their eggs or larvae, and ultimately kill the host. Tachinid flies are highly specialized acoustically orienting parasitoids, with first instar mobile larvae that burrow into the host’s body to feed. We investigated the possibility that *Teleogryllus oceanicus* field crickets employ postinfestation strategies to maximize survival when infested with the larvae of the parasitoid fly *Ormia ochracea*. Using crickets from the Hawaiian Islands of Kauai, where the parasitoid is present, and crickets from the Cook Islands (Mangaia), where the parasitoid is absent, we evaluated fitness consequences of infestation by comparing feeding behavior, reproductive capacity, and survival of males experimentally infested with *O. ochracea* larvae. We also evaluated mechanisms underlying host responses by comparing gene expression in crickets infested with fly larvae for different lengths of time with that of uninfested control crickets. We observed weak population differences in fitness (spermatophore production) and survival (total survival time postinfestation). These responses generally did not show an interaction between population and the number of larva hosts carried or by host body condition. Gene expression patterns also revealed population differences in response to infestation, but we did not find evidence for consistent differences in genes associated with immunity or stress response. One possibility is that any postinfestation evolved resistance does not involve genes associated with these particular functional categories. More likely, these results suggest that coevolution with the fly does not strongly select for either postinfestation resistance or tolerance of parasitoid larvae in male crickets.

## 1 INTRODUCTION

Different types of host–parasite relationships are characterized by highly variable costs to the survival and reproduction of both partners in the interaction. To understand the evolution of such host–parasite arms races, it is useful to evaluate these costs and to identify the underlying mechanisms of host responses (Howick & Lazzaro, 2017; Lenz et al., 2012; Medina & Langmore, 2016). Extreme examples involving highly virulent parasites can be particularly instructive in elucidating selection for host resistance and tolerance strategies. Parasitoids impose a particularly costly challenge to their host, because the development and maturation of their eggs and/or larvae results in the death of their insect host (Godfray, 1994). Endoparasitoids live within the body of their host, obtaining shelter and nutrition during development. When endoparasitoids are introduced as eggs, hosts can resist further development and maturation into larval stages by early detection followed by encapsulation of eggs, which causes parasitoid asphyxiation and triggers production of cytotoxic substances (Kraaijeveld & Godfray, 1999, 2009; Lavine & Strand, 2002). However, some parasitoids, such as tachinid flies, release mobile first instar larvae, or planidia, on and around potential hosts (Adamo et al., 1995; Cade, 1975). Larvae actively burrow into the host’s body. They remain mobile until emergence, which allows them to avoid complete encapsulation and its fatal consequences due to asphyxiation (Stireman et al., 2006). The ability of such parasitoids to thwart common host defenses thus poses a unique set of challenges for their hosts. It also represents a powerful opportunity to characterize genetic pathways that respond to an extreme selection pressure (Zuk et al., 1993), and to test the evolutionary limits of different host strategies when parasites appear to be “winning” the arms race, by comparing the ability of hosts from populations with different coevolutionary histories to tolerate and resist infestation (Råberg et al., 2009).

Host resistance and tolerance to infection are not mutually exclusive; resistance is typically evaluated with respect to infection intensity, while tolerance is determined by the slope of the regression of host fitness relative to infection intensity (Råberg et al., 2009). Individuals with relatively greater resistance have lower absolute parasite loads due to host behavioral avoidance or immune activity after infection (Boots, 2008). In contrast, tolerance does not affect the fitness of the parasite and is instead measured as the relative decline in host health or fitness across varying levels of parasite burden (Howick & Lazzaro, 2017; Råberg et al., 2009). Functionally, more tolerant hosts do not control infection load, but instead invest in adaptive tissue damage control (Medzhitov et al., 2012; Råberg et al., 2009; Soares et al., 2014). For example, when parasitoid infestation occurs in reproductively mature adult hosts, investment in immunity may be costly and require decreased investment in reproductive opportunities. Adamo et al. (1995) found that field crickets infested with tachinid fly larvae exhibited reduced mating and competitive behaviors, suggesting decreased reproductive success postinfestation, which may be due at least in part to an upregulation of immune activity. In insects, costs of an immune response can arise from the production of attack cells and melanin (Siva‐Jothy et al., 2005). Although also harmful to the host, cytotoxic products generated during the formation of melanin (e.g., ROS and quinones) cause general cell damage to parasitoids (Siva‐Jothy et al., 2005). It is possible that, even in the absence of complete encapsulation, an increased melanization response that generates high concentrations of such toxins could retard larval growth and development, thus still allowing for increased host longevity and reproduction due to increased immune activation. This study examines the limits and trade‐offs of these strategies, and whether adaptive responses are likely to evolve in response to the introduction of a novel parasitoid.

We investigated cricket host responses to infestation by Tachinid flies of the tribe Ormiini. These parasitoids are highly specialized; they all attack crickets and katydids (Ensifera, Orthoptera) and locate their preferred host by eavesdropping on the male hosts’ acoustic sexual signals (Allen, 1995; Cade, 1975; Lehman, 2003). Perhaps the most well‐studied species is *Ormia ochracea*, which parasitizes many field crickets in the southern United States and northern Mexico. In this study, we took advantage of the fly’s recent range expansion in the Hawaiian archipelago, where *O. ochracea* was likely incidentally introduced sometime between the arrival of the first traders from the continental United States in the late 18th century and its discovery in 1991 (Gray et al., 2019; Zuk et al., 1993). *O. ochracea* has become established on at least three islands where it parasitizes the field cricket *Teleogryllus oceanicus*, which has also been introduced to Hawaii (Tinghitella et al., 2011; Zuk et al., 1993). These two species are only known to co‐occur on the Hawaiian Islands, and this evolutionarily recent host–parasitoid relationship has led to changes in male crickets’ song characteristics and calling activity (Kolluru, 1999; Zuk & Kolluru, 1998). The flies have also driven the evolutionary loss of male song through multiple mechanisms. Populations on at least three Hawaiian Islands, including the one used in the current study, contain males with novel wing mutations ("flatwing") that extinguish male acoustic signaling and protect them from the fly (Zuk et al., 2006).

While multiple behavioral strategies are employed by *T. oceanicus* and other species of field crickets to avoid infestation by *O. ochracea* (Lewkiewicz & Zuk, 2004; Vincent & Bertram, 2010b; Zuk et al., 1993), and morphological adaptations have evolved in response to the flies (Pascoal et al., 2016; Rayner et al., 2019; Zuk et al., 2006), neither of these are any help once the larva(e) become established in a cricket host. Males capable of singing, and thus attracting the fly, persist in Hawaii (Rayner et al., 2019; Zuk et al., 2018). Additionally, some silent males have been observed to harbor *O. ochracea* larvae in the wild [Bailey and Pascoal, personal Observation]; thus, selection may also be operating on resistance and tolerance of *T. oceanicus* following infestation.

Here, we ask whether postinfestation strategies might be employed by *T. oceanicus* crickets to maximize survival when infested with *O. ochracea*. Such strategies could involve resistance or tolerance or both, although we hypothesize that tolerance would be more effective at increasing survival and reproduction due to the highly mobile nature of the parasitoid larvae once in the host. Thus, we predict that crickets from a coevolving population would show responses to infestation consistent with a tolerant phenotype. Using crickets from the Hawaiian Islands of Kauai, where the parasitoid co‐occurs, and crickets from the Cook Islands (Mangaia), where the parasitoid is absent, we first compared host body mass across the infestation, reproductive capacity (spermatophore production and retention of testes), and survival of males following infestation with *O. ochracea* larvae. If increased host mass benefits not only the parasitoid (Adamo, et al., 1995; Beckers & Wagner, 2011) but also the host, then we expect Kauai crickets to gain more mass relative to Mangaia crickets, and that such mass gain will lead to an increased likelihood of retaining reproductive capabilities and overall length of survival. We then evaluated molecular mechanisms underlying host responses by comparing gene expression in crickets infested with fly larvae for different lengths of time against that of uninfested control crickets. Population differences in the transcriptomic response to infestation were of particular interest. If Kauai hosts are under positive selection for resistance to this parasitoid, then infestation should provoke a stronger gene expression response: When they are infested, we expect this population to show greater levels of differential expression of genes associated with immunity relative uninfested controls than would be observed in infested versus control crickets from Mangaia. If, as we hypothesize, Kauai hosts are under positive selection for tolerance to the fly, then we expect this population to differ overall in levels of expression of genes relative to Mangaia crickets, irrespective of the genes involved. Although recent studies of *Drosophila melanogaster* have suggested that secretory and metabolic pathways show altered regulation in hosts with greater bacterial pathogen tolerance (Dionne et al., 2006; Howick & Lazzaro, 2017; Lissner & Schneider, 2018; Troha et al., 2018), it remains unclear what if any specific functional categories of genes are associated with increased tolerance to parasitoids. We therefore do not make predictions regarding differential expression of any specific functional group of genes in relation to tolerance, focusing instead on overall dissimilarity of transcriptional responses and coexpressed gene modules between populations.

## 2 MATERIALS AND METHODS

### 2.1 Experimental design

#### 2.1.1 Cricket populations and rearing

Colonies of crickets derived from two island populations were established and maintained in the laboratory. All crickets were reared in the absence of parasitoid flies. The Hawaiian crickets originated from the island of Kauai (22°04'N −159°29'W); the Kauai colony was first established in 2003 and is supplemented with the offspring of 10 to 20 wild‐caught females approximately annually (Bailey et al., 2010). Regular Kauai colony supplementation ensures that genes under selection in the wild by the parasitoid are continually reintroduced to the laboratory population. The Mangaia Island (−21°55'S −157°55'W) colony was similarly established in the laboratory in 2009 from the offspring of approximately 20 adult females but was not supplemented again before the start of this study in 2013 (Balenger & Zuk, 2015; Pascoal et al., 2016). To minimize the possibility that laboratory stock from the different islands experienced different founder or bottleneck effects, we maintained both at a minimum of 100 breeding adults at all times. Infestations described in this study were conducted in 2013–2014. Colonies were housed in groups of 25–40 adults in 15‐L containers in temperature‐, humidity‐, and light‐controlled incubators set at 26°C and 75% humidity with a 12:12 photoreversed light:dark schedule. Juvenile males were removed from their colony prior to their penultimate molt when sex differences became apparent, but wing morph was not yet distinguishable. They were transferred to individual 118‐mL containers containing Teklad high‐fiber rabbit chow, a small piece of water‐soaked cotton, and egg carton material for shelter. Individuals remained under these conditions for the duration of the experiment.

#### 2.1.2 Fly collection

Collecting and transporting gravid flies from Hawaii was prohibitively difficult. Mitochondrial haplotypes and microsatellite genotypes support a western US origin of populations of *O. ochracea* across the Hawaiian Islands (Gray et al., 2019 ). Flies were therefore captured in the Santa Monica Mountains, Los Angeles County, California. Synthetic songs of two local host species, *Gryllus integer* and *G. lineaticeps*, were broadcast from portable speakers placed inside of slit traps designed for acoustic trapping of *Ormia* (Paur & Gray, 2011; Walker, 1989). Only gravid female flies are attracted to these acoustic traps. All captured flies were transferred to plastic containers with twigs and paper towels soaked in water and shipped overnight to the University of Minnesota (UMN). Upon arrival at UMN, female flies were held for 1–2 days in mesh insect cages (12” × 12” × 12”) containing cotton soaked in a 10% organic honey water solution. Flies were maintained separately from crickets in an incubator at 26°C and 75% humidity with a 12:12 photoreversed light:dark schedule until infestation (Vincent & Bertram, 2010a).

#### 2.1.3 Infestation

Infestation protocols followed those of previous studies (Bailey & Zuk, 2008; Vincent & Bertram, 2010a). Sexually mature adult male crickets were artificially infested with *O. ochracea* planidia. Within 48 h of arrival at UMN, first instar planidia were dissected from gravid female flies. Each cricket was manually infested with two planidia by transferring them on the tip of a dissecting probe onto the body of the cricket under the junction between the thorax and the abdomen (Bailey & Zuk, 2008; Vincent & Bertram, 2010a). In the wild, typically only one or two larvae emerge from *T. oceanicus* (Zuk et al., 1993); therefore, we used two planidia to simulate a natural level of infestation. Crickets were then returned to the incubator in their individual containers and left undisturbed for 24 h. Crickets in the control group were handled in an identical manner and for the same amount of time, except that no larvae were transferred on the probe. All Mangaia crickets expressed a normal‐wing phenotype, while both normal‐wing and flatwing males from the Kauai population were included in the study. Although approximately 95% of males in the wild population on Kauai expressed a flatwing phenotype at the time, the laboratory colony generally has a 1:1 wing morph ratio. Kauai crickets were haphazardly assigned to treatment group with respect to wing morph; thus, each treatment group for this population includes approximately equal numbers of normal‐wing and flatwing males.

### 2.2 Host survival and fitness experiment

#### 2.2.1 Sampling and measurement of survival and fitness

To study the effects of infestation on host survival and fitness, 184 adult crickets between 5 and 6 days after adult eclosion were infested (*n* = 73 from Kauai; *n* = 111 from Mangaia), and 133 were uninfested controls (*n* = 52 from Kauai; *n* = 81 from Mangaia). Crickets were weighed to the nearest 0.001 g within one hour prior to infestation (Day 0). Pronotum length was measured twice to the nearest 0.01 mm, and the mean was used to quantify body size. Each individual was weighed daily between 15:00 and 17:00 until larval emergence occurred, or once 10 days had passed since infestation. Crickets were checked every 2–3 h for larval emergence. We removed the ampulla, the portion of the spermatophore containing sperm and protruding outside the body, from infested crickets by manually extracting it with forceps. This was done five days following infestation, and we noted whether a new spermatophore was present the following day (Day 6). Time to emergence of at least one larva was recorded and used to calculate host survival time, as infested crickets die following larval emergence. A window of 2–3 h was sufficient for such a calculation because, although fly larvae pupate within one hour of emergence (S. L. Balenger, personal observation), we removed all emerged *O. ochracea* larvae from containers prior to pupation. Wet weight was immediately collected from each larva, and the number of larvae to emerge from each cricket was recorded. The relationship between parasite load and host fitness is critical to evaluating tolerance; thus, crickets were returned to incubators and we continued to check for any further larvae until host death. Following death, crickets were stored at −20°C until they could be dissected. Crickets were dissected to determine whether testes were still present and whether there were any remaining larvae.

We removed 18 infested crickets from the survival and fitness analyses for the following reasons: (a) No larvae had emerged from crickets (Mangaia: *n* = 9 (8%); Kauai: *n* = 7 (9%)) ten days following infestation and no larvae were found in the host during dissection; and (b) a larva remained inside the host body after death (Kauai: *n* = 2). Sample sizes vary slightly between analyses of mass and body condition because pronotum width was not collected for 2 and 17 individuals from the Mangaia and Kauai populations, respectively.

#### 2.2.2 Statistical analyses

All statistical analyses were performed using SAS 9.4 (SAS Institute). Although measures of immune activity have not been found to significantly differ between the two wing morphs when exposed to standard rearing conditions (Bailey et al., 2011, Balenger et al. 2018), we first evaluated whether response to infestation with *O. ochracea* differed between Kauai males with respect to wing morph. Using repeated‐measures multivariate ANOVA (PROC MIXED) with a compound symmetry covariance structure, we examined the effect of wing morph on body condition over the course of the infestation. An index of body condition was calculated as the residuals from a regression of mass relative to pronotum length. We refer to these residuals as an index based on the recognition that larval mass contributes to overall mass of infested crickets; thus, larger residuals should not necessarily be interpreted as better host condition or health. Treatment group and number of days since infestation (0–6) and all interaction terms were also included in the model as fixed effects. We examined body condition up to the sixth day of infestation only because most infested hosts had at least one larva emerge before mass was collected on the seventh day. Overall significance of groups (wing morph, treatment, and days infested) was first evaluated using type III tests. We determined differences among groups at each level using least squares means with the slice option, or analysis of simple effects within interaction terms, for any term that was significant in the full model. We then used a Wald chi‐square test to examine whether wing morphs differed in the number of larvae to emerge. We also performed factorial logistic regressions (PROC LOGISTIC) to test for effects of wing morph and number of larvae to emerge and their interaction on whether (a) male crickets produced a spermatophore six days following infestation and (b) their testes were present upon dissection.

We also used repeated‐measures multivariate ANOVAS (PROC MIXED) with a compound symmetry covariance structure to specifically examine the effect of population of origin on body condition over the course of the infestation. Treatment group and days infested (0–6) and all interaction terms were also included in the model as fixed effects. Overall significance of groups (population, treatment, and days infested) was first evaluated using type III tests. We then determined differences among groups at each level using least squares means with the slice option for any term that was significant in the full model. We used a Wald chi‐square test to examine whether populations differed in the number of larvae to emerge and whether the presence of testes at the time of host death was related to spermatophore production six days postinfestation (late stage infestation). We constructed fully factorial logistic regressions using PROC LOGISTIC to evaluate whether population of origin, number of larvae to emerge, and host body condition preinfestation and six days following infestation predicted whether (a) male crickets produced a spermatophore six days following infestation and (b) their testes were present upon dissection. These models were assessed using joint Wald chi‐square tests.

A Cox proportional hazards regression survival analysis was also performed to evaluate whether host population of origin or number of larvae to emerge predicted host survival time postinfestation. To examine interaction effects, we further constructed fully factorial general linear models to evaluate the effects of the number of larvae to emerge within ten days following infestation, host population of origin, and host body condition preinfestation and six days following infestation in determining the total mass of larvae to emerge, the time to emergence of the first larva, and the total host survival time postinfestation. These models were assessed using type III sums of squares.

### 2.3 Gene expression study

#### 2.3.1 Sampling and tissue collection

To study the effects of infestation on gene expression, a separate group of 57 male crickets between 4 and 12 days after eclosion were infested (*n* = 38 from Kauai; *n* = 19 from Mangaia), and 20 were uninfested controls (*n* = 9 from Kauai; *n* = 11 from Mangaia). Among infested crickets, tissues were collected either four days following infestation (*n* = 18 from Kauai; *n* = 9 from Mangaia) or seven days following infestation (*n* = 20 from Kauai; *n* = 10 from Mangaia). These time points were chosen based on previous behavioral studies demonstrating that infested males do not differ in courtship or reproductive behaviors until four days after infestation, but are significantly different seven days after infestation (Adamo et al., 1995, but see Beckers & Wagner, 2011). Each individual in this study was weighed and measured prior to infestation similar to the description given above. All crickets were again weighed four days later. Control crickets and infested crickets in the seven‐day treatment group were weighed once more seven days following infestation. Between six and seven days after infestation, larvae naturally emerged from six Kauai crickets and three Mangaia crickets; these were therefore excluded from the study.

Cricket head and body tissues were separated and the digestive tract discarded. Samples were immediately stored in RNAlater Solution (Ambion) at 4°C for 24 h. The following day, samples were placed at −80°C until RNA extraction. Immediately prior to extraction, pronotum, wings, and legs were removed from the bodies; larvae were then dissected from the abdomen. We extracted RNA from cricket bodies using RNeasy Plus kits with gDNA eliminator spin columns (Qiagen) according to the manufacturer’s directions. Ultimately, six individuals from each treatment group (control, four days postinfestation, and seven days postinfestation) and population (Kauai and Mangaia) were included in the study. Because of the prohibitive cost of sequencing all individuals from all treatments, total RNA was pooled prior to library preparation such that each sample included equal amounts of RNA from two individuals of the same treatment group. The three pooled samples from Kauai each contained RNA from one flatwing individual and one normal‐wing individual, while the three pooled samples from Mangaia each contained RNA from two normal‐winged individuals.

#### 2.3.2 Library preparation, sequencing, and read processing

Sequencing libraries enriched for mRNA were prepared using the TruSeq RNA Library Preparation Kit v2 (Illumina) at the University of Minnesota Genomics Center (UMGC; Minneapolis, MN). The 18 pooled samples were multiplexed and sequenced in a single lane on an Illumina HiSeq 2000 at UMGC. In total, we generated 188.7 million paired‐end reads 50 nt in length.

After demultiplexing, reads were cleaned and trimmed using Trimmomatic (version 0.33) (Bolger et al., 2014). We removed all sequences that matched to Illumina TruSeq adapters. In addition, we trimmed sequence reads when the average quality score within a sliding window of 4 bp reached *Q* < 5. Finally, any reads shorter than 25 bp in length after trimming were discarded. Trimmed reads were aligned to the *T. oceanicus* genome assembly (Pascoal et al., 2019) using the STAR alignment software (version 2.5.3a) (Dobin et al., 2012). Because STAR cannot process datasets containing both single‐ and paired‐end reads, and because the majority of filtered reads contained both members of the pair, we elected to use only the sequences for which both reads of a pair passed quality filters in the alignments and subsequent analyses. For the first STAR mapping pass, reads were aligned using default parameters and a reference set of exon splice junctions that had been previously annotated in the reference genome (Pascoal et al., 2019). Following the first alignment, novel splice junctions inferred from all samples were merged using StringTie (version 1.3.4d) (Pertea et al., 2015. The number of reads aligned to each *T. oceanicus* gene was quantified following a second alignment to the genome with the novel splice junctions identified.

#### 2.3.3 Gene expression profiling

All statistical analyses on gene expression data were conducted using R (v. 3.5.2) (R Development Core Team, 2018). We first used the edgeR package (McCarthy et al., 2012; Robinson et al., 2009; Robinson & Oshlack, 2010) to normalize read counts and to test for differential expression using a negative binomial generalized log‐linear model. We used specific contrasts to test for differential expression between populations, time since infestation, or the interaction. We adjusted for multiple comparisons using the Benjamini–Hochberg method (Benjamini & Hochberg, 1995).

We used nonmetric multidimensional scaling (nMDS), an unsupervised ordination method, to visualize overall patterns of expression among the samples. We excluded from this analysis any genes that did not appear at a minimum threshold of 1 count per million reads (about 6–7 total reads, given our sequence coverage for each sample) in at least two samples. Read counts were normalized using the TMM implemented in edgeR (Robinson & Oshlack, 2010). We used a Bray–Curtis dissimilarity matrix (Bray & Curtis, 1957); using other distance or dissimilarity metrics did not substantially alter the results of the ordination. Data transformation, ordination, and scaling were performed in *k* = 4 dimensions using the vegan package (Oksanen et al., 2013). We also tested for significant differences between populations and infestation stage with a permutational analysis of variance on the Bray–Curtis dissimilarity matrix using the vegan package. Population, time since infestation, and the interaction term were included as factors in the model. 1,000 total permutations were run.

#### 2.3.4 Coexpression network analysis

We performed weighted gene coexpression network analysis using the R package WGCNA (Langfelder & Horvath, 2008). To improve computation time, we excluded the 40% of genes with the lowest variance across treatments (i.e., those genes least likely to be informative). Gene counts were normalized and transformed using the voom method implemented in limma (Law et al., 2014; Ritchie et al., 2015). The signed coexpression network was constructed using the WGCNA package function with the option for automatic blockwise module construction, with the maximum block size set to 10,000 genes and the following parameters: networkType = signed hybrid, deepSplit = 2, minModuleSize = 30, pamRespectsHybrid = FALSE, mergeCutHeight = 0.15.

We further used a bootstrapping approach to assess the stability of the modules identified by WGCNA and to identify coexpressed gene modules that were strongly supported in our data. Briefly, we used the function “sampledBlockwiseModules” in the WGCNA package to resample 18 samples from our original data with replacement and reconstruct the network topology with the same parameters. We created 250 bootstrapped networks in this way. For each gene in the original network, we assessed the reliability of its assignment to a module using the following approach: (a) If a module in a resampled network contained at least 10% of the genes in a module in the original network, then those overlapping genes from the resampled module were considered as corresponding to the original module. Note that the resampled modules could match to more than one original module, and genes from the resampled modules could be divided among the original module assignments based on this criterion. Thus, the final network topology will be biased toward the modules created from the full set of observed data. (b) To construct the consensus network topology, we considered that a gene was reliably part of the original assigned module if it was also assigned to that module in at least 70% of the bootstrap samples. Genes that did not meet both of the above criteria were removed from their modules and moved to the “Unassigned” group. Finally, we merged modules with highly correlated eigengene expression (*r* > .85). Remaining modules that contained fewer than the minimum module size of 30 genes were also moved to the “unassigned” bin.

The eigengene for each module, defined as the first principal component of the expression of all the genes in the module, was calculated to represent the general pattern of expression seen within each module. We performed an analysis of variance on eigengene expression for each module to test for effects of population, infestation time, and population‐by‐infestation interactions on the overall expression of the module genes.

#### 2.3.5 Gene annotation and enrichment analysis

For the merged set of all transcripts identified from the second‐pass STAR alignment, we used a translated BLAST query (blastx) (Altschul et al., 1990, 1997; Camacho et al., 2009) to identify homology to genes in the NCBI nr protein database. Transcripts were determined to have significant homology if E < 1E‐5. The significant blastx hits were used to map gene ontology (GO) terms (The Gene Ontology Consortium, 2000, 2015) to transcripts with the software package Blast2GO (version 3.3.5) (Conesa et al., 2005; Conesa & Götz, 2008; Gotz et al., 2008) using default parameters for annotating GO matches. To test for enrichment of GO annotation terms in coexpression modules, we used the R package topGO (version 2.34.0)(Alexa et al., 2006). We applied a Fisher exact test using the “classic” method to identify terms significantly enriched for each module. A total of 4983 genes with mapped GO annotations could be used in these analyses.

## 3 RESULTS

### 3.1 Survival and fitness—Kauai wing morphs

Among Kauai crickets, control and infested individuals included similar proportions of each wing morph (flatwing: control = 42%; infested = 48%). Repeated‐measures analyses of body condition identified a significant interaction effect between treatment and day (Table 1), such that infected crickets had significantly greater body condition than controls on Days 4, 5, and 6 (Table S1). Wing morphology was not identified as a significant predictor of body condition, either on its own or as part of any interaction terms (Table 1).

**TABLE 1:** Results of repeated‐measures ANOVA least squares effect test examining the effects of wing morphology (flatwing or normal), treatment (control or infested), and day of infestation (D0‐6) on host body condition. *p*‐values < 0.05 are bolded

	Body condition		
	df	*F*	*p*
Morph	1	2.34	.13
Treatment	1	2.83	.10
Day	1	1.73	.19
Morph x Treatment	6	0.95	.46
Morph x Day	6	0.38	.89
Treatment x Day	6	13.78	**<.001**
Morph x Treatment x Day	6	0.99	.43

The number of larvae to emerge also did not significantly differ between morphs, although the likelihood of 2 larvae emerging tended to be greater in flatwing males (*χ* ^2^ = 3.62, *p* = .06). Logistic models showed that the likelihood of producing a spermatophore or retaining testes until death was not significantly predicted by wing morph (spermatophore: *χ* ^2^ = 0.01, *p* = .95; testes: *χ* ^2^ = 0.08, *p* = .78), the number of larvae to emerge (spermatophore *χ* ^2^ = 1.87, *p* = .17; testes *χ* ^2^ = 0.34, *p* = .56), or their interaction (spermatophore *χ* ^2^ = 1.12, *p* = .29; testes *χ* ^2^ = 1.89, *p* = .17). In all, wing morph showed no significant effects on the variables of interest, and therefore was excluded as a factor in all subsequent analyses.

### 3.2 Survival and fitness—Mangaia and Kauai populations

Preinfestation mass and mass six days postinfestation were significantly different between the two populations (Day 0 mass: *t* = 11.45, *p* < .001; Day 6 mass: *t* = 13.90, *p* < .001), such that crickets derived from the Mangaia population were heavier than those from Kauai (Figure 1). We therefore chose to use body condition in subsequent tests to control for interactions between population of origin and body mass.

**FIGURE 1:**
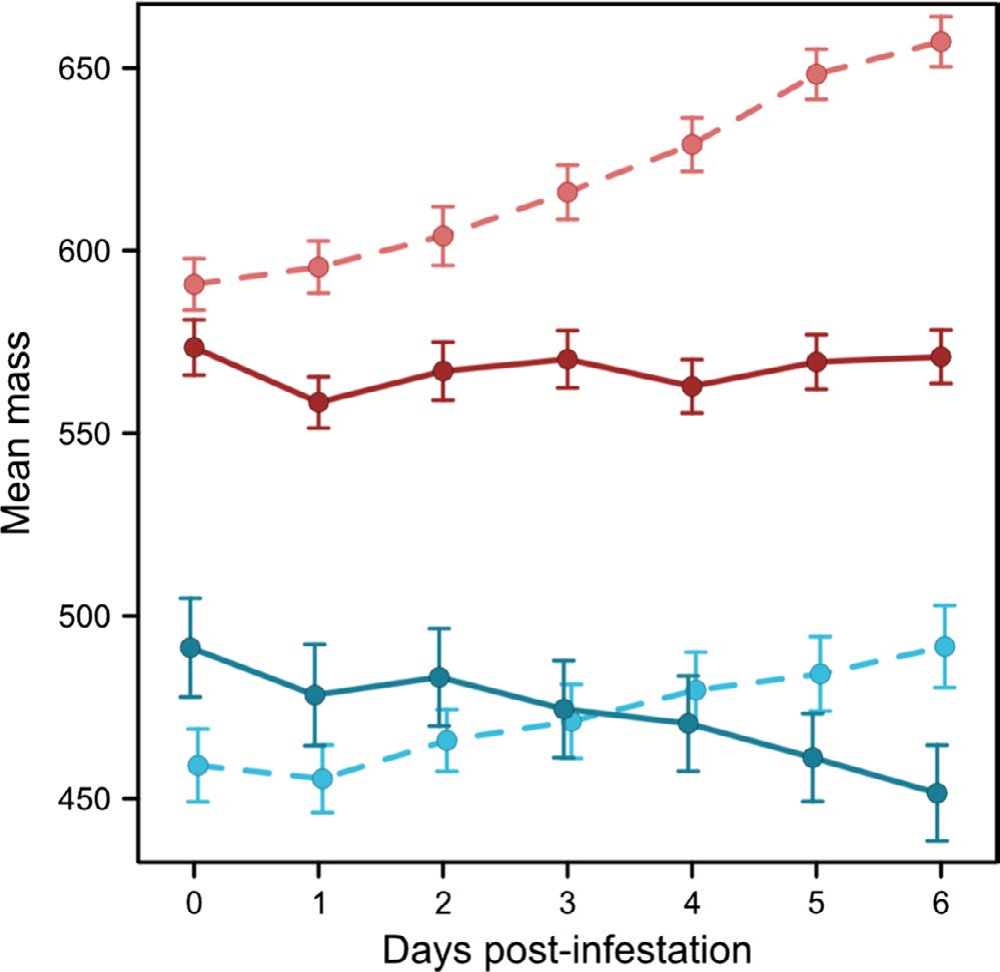
Male *Teleogryllus oceanicus* mass differs between crickets derived from Kauai and Mangaia populations. Infested males gain mass over the course of the infestation with *Ormia ochracea*. Shown are means with standard error bars for control (dark circles) and crickets infested with one or 2 larvae (light circles) from each population (red—Mangaia; blue—Kauai). Dashed lines connect mean control cricket mass over time; solid lines connect mean infested cricket mass over time

Repeated‐measures analysis of body condition identified significant effects of treatment and interaction terms between treatment and population, and treatment and day (Table 2). Infected crickets had significantly higher body condition overall, such that, regardless of population of origin, infected crickets were larger than controls on Days 3, 4, 5, and 6 (Table S2). As predicted, we found a significant interaction between population and treatment, with crickets from Mangaia gaining relatively more mass over the course of the infestation than those from Kauai (Table 2, Figure 1).

**TABLE 2:** Results of repeated‐measures ANOVA least squares effect test examining the effects of population (Kauai or Mangaia), treatment (control or infested), and day of infestation (D0‐6) on host body condition. p‐values < 0.05 are bolded

	Body condition		
	df	*F*	*p*
Population	1	0.33	.57
Treatment	1	18.73	**<.001**
Day	1	0.20	.98
Population × Treatment	6	8.08	**<.005**
Population × Day	6	0.61	.72
Treatment × Day	6	41.26	**<.001**
Population × Treatment × Day	6	0.88	.51

Of the crickets in which larvae did develop, the majority harbored two larvae that successfully emerged (Mangaia: *n* = 74 (67%); Kauai: *n* = 51 (70%)). The remaining infested crickets harbored only one larva. Populations did not significantly differ with respect to whether one or two lava(e) emerged (*χ^2^* = 0.15, *p* = .70).

Individuals that produced a spermatophore six days following infestation not surprisingly were also more likely to retain their testes at the time of death (*χ^2^* = 10.22, *p* = .001). Whether population of origin, number of larvae to emerge, or body condition predicted the likelihood that a male was found with a spermatophore six days into the infestation varied depending on the day on which body condition was measured. Kauai males and males with greater body condition in general were more likely than Mangaia males and males in poorer body condition to produce a spermatophore (population: *χ* ^2^ = 6.15, *p* < .01; body condition: *χ* ^2^ = 4.91, *p* = .03; number of larvae and all interaction terms: *p* > .1) when body condition was measured preinfestation (Figure 2c). However, when body condition was measured on six days following infestation, only the number of larvae to emerge was a significant predictor of spermatophore production (Figure 2d; number of larvae: *χ* ^2^ = 4.29, *p* = .04; population, body condition, and all interaction terms: *p* < .07), such that crickets with only one larva were more likely to produce a spermatophore than those that contained two larvae. Therefore, the ability to continue to produce a spermatophore in the later stages of parasitoid infestation was more strongly associated with condition at the time of infestation than at the time of spermatophore production. This is particularly interesting because all of the mass preinfestation corresponds to cricket tissue, while six days later, much of the mass is larva(e). Thus, the continued ability to produce a spermatophore is dependent on initial host cricket body condition, rather than larval size. Models examining these same factors in relation to testis retention showed no significant effects of population of origin, number of larvae, body condition (pre‐ or postinfestation), or any interactions (all *p* > .1).

**FIGURE 2:**
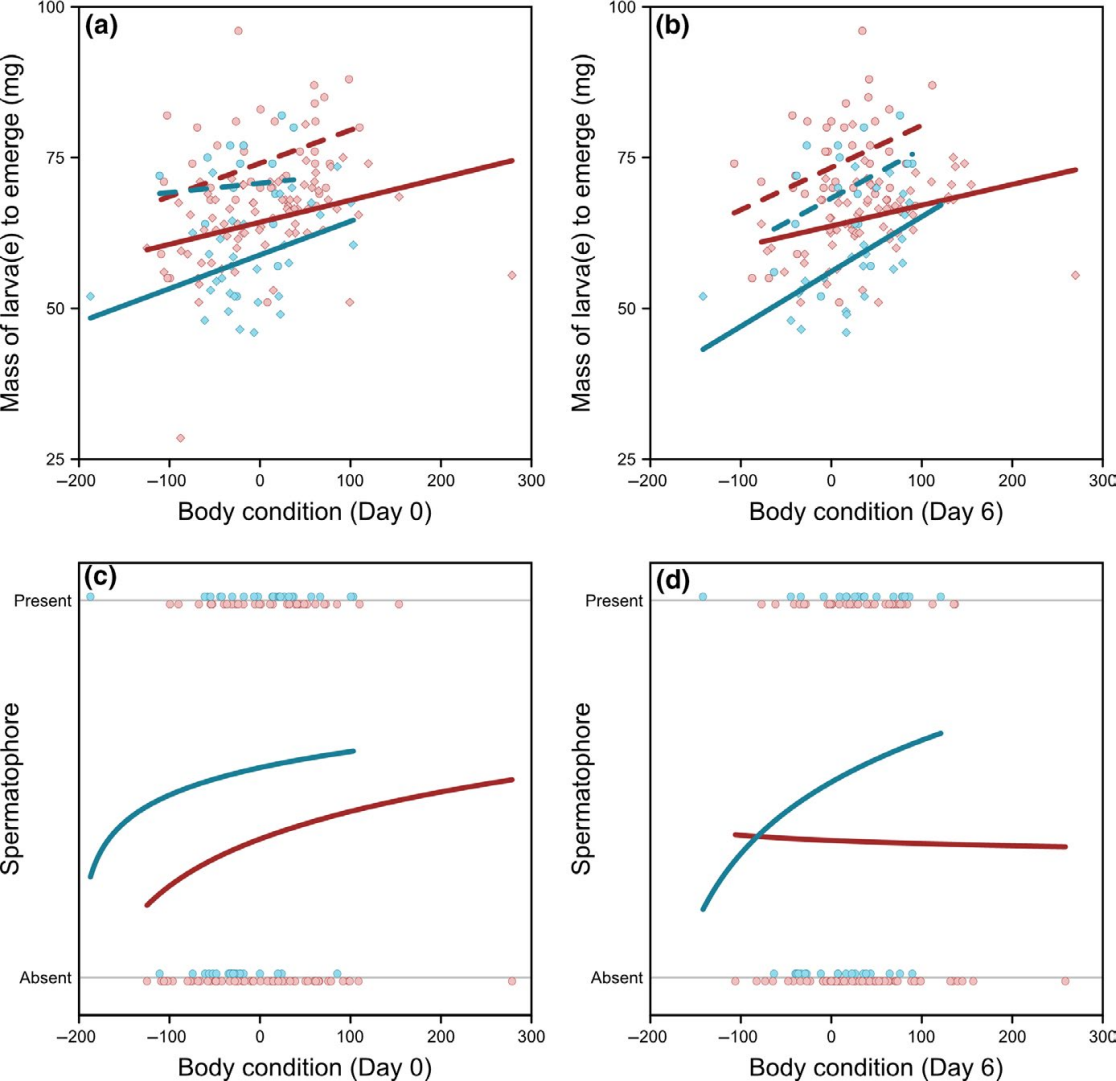
Mass of *Ormia ochracea* larvae at emergence increases with host body condition at the time of infestation (a) and six days later (b). Likelihood of producing a fresh spermatophore six days after infestation was dependent on both population of origin and male body condition prior to infestation (c), but not body condition the day that spermatophore production was assessed (d). *Upper panels*. Circle—1 larva; diamond—average mass of 2 larvae. Dashed lines show best‐fit linear regressions when only 1 larva emerged; solid lines show best‐fit linear regressions when 2 larvae emerged. *Lower panels*. Solid lines show best‐fit logistic regressions for each population. In all panels, red refers to Mangaia and blue refers to Kauai

Survival analysis showed that host crickets with one larva survived significantly longer than host crickets with two larvae (*χ* ^2^ = 16.70, *p* < .001, *hr* = 0.35); survival did not differ with respect to population of origin (*χ* ^2^ = 0.50, *p* = .48, *hr* = 1.19). Fully factorial general linear models examining whether population of origin, number of larvae to emerge, or body condition preinfestation affected time to larval emergence and host survival postinfestation found that only the number of larvae was a significant predictor of these lifespan measurements (Figure 3; Table S3). Specifically, crickets with one larva had a significantly longer time to larval emergence (*F* = 69.36, *p* < .001; all other *p* > .1) and overall longer survival (*F* = 49.16, *p* < .001; all other *p* > .1). When late stage infestation body condition (6 days) was included in the models instead of that from preinfestation, again only the number of larvae to emerge was a significant predictor of the time to larval emergence (Figure 3a; *F* = 69.79, *p* < .001; all other *p* > .1). However, the number of larvae (*F* = 43.60, *p* < .001), host body condition (*F* = 8.00, *p* = .005), and the interactions between the number of larvae and population of origin (*F* = 5.96, *p* = .02), and between body condition and population of origin (*F* = 4.13, *p* = .04), were all significant predictors of total survival time postinfestation (Table S4). Specifically, survival increased with late infestation stage body condition for crickets from Kauai, but decreased with body condition for Mangaia crickets (Figure S1).

**FIGURE 3:**
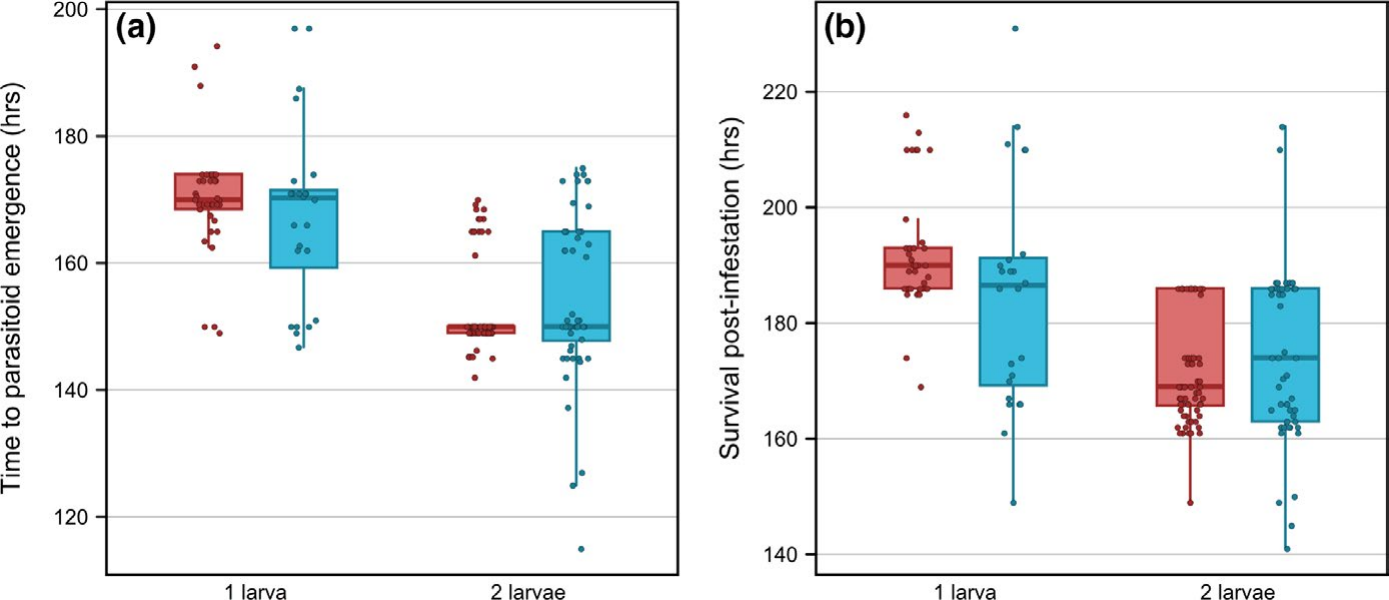
Regardless of population of origin, an increase in the number of larvae to emerge decreased the amount of time before the larvae emerged from host crickets and host survival time postinfestation (red—Mangaia; blue—Kauai)

### 3.3 Host gene expression changes in response to infestation

If the Kauai population has evolved tolerance in response to parasitoid presence, then that response may be apparent at the level of gene expression. By analyzing gene expression data, we circumvented problems associated with defining tolerance‐enabling traits at the level of organismal phenotype that are engaged during active infestation. Instead, we used a bottom‐up approach to identify suites of genes—modular gene coexpression networks—whose expression changes in coordinated fashion in response to infestation during early and late stages of infestation, and test their patterns of change with respect to known involvement in immunity, stress response, and other functional attributes. Specifically, we predicted that crickets from Kauai would show a reduced magnitude of differential regulation of immune genes and general stress response pathways, in contrast to the Mangaia population. 

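Gene expression was measured in 18 RNA-seq libraries, 3 for each of 6 groups. The groups were uninfested controls, crickets collected 4 days after infestation and crickets collected 7 days after infestation, each from Mangaia and from Kauai. Every library pooled RNA of 2 males of one group, so the 18 libraries stand for 36 crickets and the error terms describe the spread between pools. Kauai pools joined 1 flatwing and 1 normal-wing male, and the larvae had been dissected out of infested crickets before extraction. The authors trimmed the reads with Trimmomatic 0.33, aligned them to the *T. oceanicus* genome with STAR 2.5.3a and StringTie 1.3.4d, and counted read pairs in 32729 genes. The files hold 183177746 read pairs. Read pairs counted in genes ranged from 6613687 to 7578004 per library in Mangaia controls (median 7252860), from 6802550 to 7639961 at day 4 (median 7319405) and from 7602080 to 8023588 at day 7 (median 7628348). For Kauai they ranged from 6775009 to 7706535 in controls (median 7124410), from 6430286 to 7489113 at day 4 (median 6856609) and from 6266925 to 7363574 at day 7 (median 7023289). Pairs that mapped to several places made up 6.57% to 14.4% of a library and were counted in no gene, so genes with near-identical copies are undercounted. Counting took both strands together, and names are used only for the 53 genes that Table S5 pairs with identifiers. Genes with at least 1 CPM in at least 2 libraries were tested, which left 23748 genes with 99.9% of the gene counts. One quasi-likelihood model of the 6 groups was fitted with edgeR 4.0.16 after TMM normalization, and a gene was called differentially expressed (DE) at a Benjamini-Hochberg FDR of 0.05.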

The rationale is that the characteristic immune responses of insects to nonmobile parasitoids, for example, phenoloxidase and components of the hemocytosis and melanization pathways that lead to asphyxiation of parasitoid eggs, are not efficacious when the endoparasitoid is mobile and can evade such responses. Selection should therefore favor less transcriptional responsiveness of genes known to be involved in such *resistance* responses, and instead favor differential regulation of genes that promote *tolerance* responses.

Four days after infestation, 1318 genes were differentially expressed (DE) in infested Mangaia crickets compared with Mangaia controls (FDR < 0.05; Figure S1). 

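In Mangaia crickets, 450 genes were higher and 288 were lower 4 days after infestation than in controls, and the change was over 2-fold for 652 of these 738 genes. MSTRG.7489, a gene without a name in Table S5, fell from 123.8 ± 24.2 CPM (SD, n = 3) in controls to 7.55 ± 3.87 CPM (SD, n = 3). This is a log2 fold change of -4.03 (SE 0.636, adjusted p = 0.00303 from edgeR's quasi-likelihood test). MSTRG.10799, also unnamed, rose from 1 read in the 3 control libraries together to 856 reads in the 3 libraries of day 4 (adjusted p = 0.0103 from the same test), a call that was lost without Mangaia control 1 (adjusted p = 0.0703) or Mangaia control 2 (adjusted p = 0.0527) and under limma voom. RNA of fly larvae was not excluded as the source of its reads. An unadjusted p under 0.05 was reached by 3653 genes, where 1187 would be reached by chance. The number of DE genes was 218 without Mangaia control 1, 456 without control 2, 413 without control 3, 259 without Mangaia day 4 library 2 and 470 without library 3. The likelihood ratio test called 1318 genes and DESeq2 1452, and with libraries scaled by their size alone 571 of 753 DE genes were higher.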

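Infested Kauai crickets had 411 genes higher and 80 genes lower at day 4 than Kauai controls, and 415 of these changed over 2-fold. MSTRG.7489, the unnamed gene that fell in Mangaia, went from 73.5 ± 54.8 CPM (SD, n = 3) to 2.75 ± 2.75 CPM (SD, n = 3) in Kauai, a log2 fold change of -4.73 (SE 0.676, adjusted p = 0.00348 from edgeR's quasi-likelihood test). MSTRG.14598, another unnamed gene, had a log2 fold change of -4.43 (SE 0.857, adjusted p = 0.0153 from the same test), and its call was lost without Kauai control 2 (adjusted p = 0.0676) or Kauai day 4 library 3 (adjusted p = 0.0765). At an unadjusted p under 0.05 there were 4602 genes. The 491 DE genes became 759 without Mangaia day 7 library 2, 322 without Kauai control 1, 152 without control 2, 106 without control 3 and 237 without Kauai day 4 library 3. The balance of directions changed with the fit and the scaling. Higher genes were 274 of 612 when only the Kauai control and day 4 libraries were fitted, 810 of 1496 by DESeq2, 305 of 414 with RLE size factors and 2125 of 2235 with library size alone, which moved the median log2 fold change of all genes from 0.01 to 0.24.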

A relatively similar number of genes, 1466, were DE in infested Kauai crickets compared with Kauai controls after 4 days. 

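Both populations shared 220 DE genes at day 4 out of 1009 called in at least one of them, with 518 called in Mangaia alone and 271 in Kauai alone. Lists of these lengths drawn independently would share 7.79 higher and 0.970 lower genes, and 205 and 14 were found. The comparisons had no library in common. Of the 789 genes called in one population, 647 (82.0%, exact 95% interval 79.1 to 84.6) had the same sign in the other. This interval takes genes as independent, which they are not. The share ranged from 77.8% to 90.1% when each library was left out in turn. MSTRG.17938, a gene without a name, was called in Mangaia alone. It rose there from 1 read in the 3 controls to 645 reads (adjusted p = 0.0103 from edgeR's quasi-likelihood test) and went from 3 to 140 reads in Kauai (adjusted p = 0.0949), with fly RNA not excluded as the source of the reads, and the difference between these responses did not pass the interaction test (log2 difference -3.63, adjusted p = 0.747). Its call in Mangaia was lost without Mangaia control 1 (adjusted p = 0.0694) and under limma voom. Shared genes numbered 125 without Mangaia control 1, 145 without Mangaia control 3, 142 without Mangaia day 4 library 2, and 143, 95 and 85 without Kauai control 1, 2 and 3. They numbered 447 by DESeq2 and 122 by limma voom.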

Most of the DE genes were unique to each population: Of the two groups of DE genes, only 437 genes were DE in both populations (Figure 4). 

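Among the 220 genes called in both populations at day 4, 219 (99.55%, exact 95% interval 97.5 to 99.99 across genes, which are not independent) moved in one direction. The exception was MSTRG.2452, an unnamed gene singled out after its values were seen, with a log2 fold change of -0.76 in Mangaia (adjusted p = 0.0195 from edgeR's quasi-likelihood test) and 0.70 in Kauai (adjusted p = 0.0379), and an interaction of 1.46 (adjusted p = 0.278). MSTRG.14598 fell in both populations, with a log2 fold change in Mangaia of -3.68 (adjusted p = 0.0199) that was not called without Mangaia control 1 (adjusted p = 0.0742), Mangaia day 4 library 2 (adjusted p = 0.113) or library 3 (adjusted p = 0.0778). The median absolute log2 fold change of the shared genes was 2.52 in Mangaia and 2.37 in Kauai. Across all genes tested, which are not independent replicates, the fold changes of the populations had a correlation of 0.438.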

All but two genes in this overlapping set changed in the same direction. 

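Toll-like receptor 13 (MSTRG.9480), named by its match to a receptor of innate immunity, had a log2 fold change of -0.78 in Mangaia and 1.48 in Kauai 4 days after infestation. The difference of 2.26 (SE 0.467) had an adjusted p of 0.278 over all genes tested and of 0.0103 adjusted over the list alone of the 53 immune genes in Table S5, from edgeR's quasi-likelihood test. That list was chosen by the study on these samples, so the second value is not independent evidence. Phenoloxidase 2-like (MSTRG.7273), an enzyme of melanin formation, had a log2 difference between the responses of Kauai and Mangaia of -1.33 (SE 0.538, adjusted p = 0.45). Over all genes, 0 passed edgeR's quasi-likelihood test of the interaction, with 2320 at an unadjusted p under 0.05, where 1187 would be reached by chance. limma voom also called 0 genes, DESeq2 called 91 and edgeR's likelihood ratio test called 113. In simulated counts with known differences between the populations, the quasi-likelihood test recovered 13.8% of 4-fold and 0.75% of 2-fold differences, and the likelihood ratio test recovered 34% and 3.5% with 32% of its calls false.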

We further tested for population‐by‐infestation interactions, which identified 113 genes that showed population‐specific expression responses to infestation (FDR < 0.05).

**FIGURE 4:**
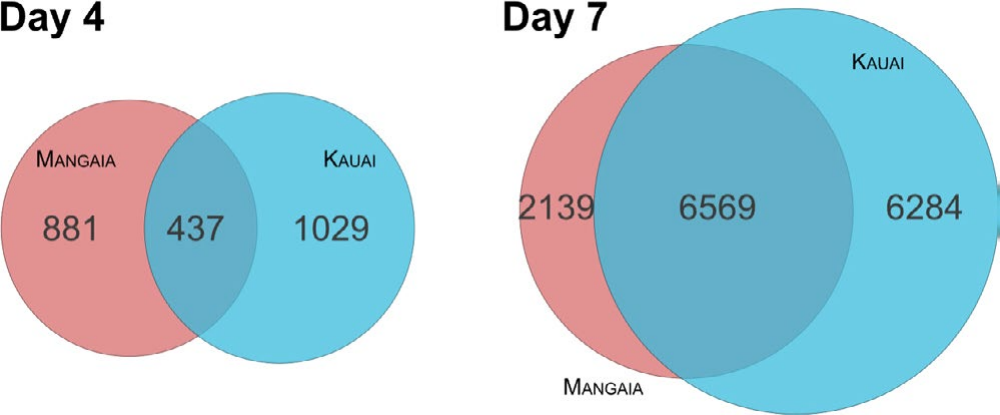
Venn diagram showing the total number of genes differentially regulated either 4 days (left) or 7 days (right) after infestation by parasitoid larvae, relative to uninfected. Genes with significant changes in expression (FDR < 0.05) in either direction relative to uninfected crickets from either the Mangaia (red) or Kauai (blue) population are included

As predicted, the host gene expression response was greatly magnified seven days after infestation. In Mangaia and Kauai crickets, respectively, 8708 genes and 12853 genes were DE (Figure S1). Of these, 6569 were common between both populations (Figure 4), and 98.7% of the shared genes changed in the same direction (6483 genes). 

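By day 7, 2993 genes were higher and 4461 were lower in infested Mangaia crickets than in controls, and 5953 were higher and 6221 lower in Kauai. Changes over 2-fold were found for 5904 of the DE genes in Mangaia and 9870 in Kauai. MSTRG.7489 fell further than at day 4, to 0.925 CPM in Mangaia (log2 fold change -7.04, SE 0.771, adjusted p = 6.74e-05 from edgeR's quasi-likelihood test) and 0.487 CPM in Kauai (log2 fold change -7.18, SE 0.808, adjusted p = 4.47e-05). MSTRG.10799, for which RNA of fly larvae was not excluded as the source of the reads, had 868, 141 and 295 reads in the Mangaia libraries of day 7 (59.3 ± 54.0 CPM, SD, n = 3, adjusted p = 0.00175), with 1 read in controls. In Kauai it had 710, 138 and 49 reads (41.1 ± 50.1 CPM, SD, n = 3, adjusted p = 0.000868), with 0 reads in controls. Genes at an unadjusted p under 0.05 numbered 10554 in Mangaia and 13687 in Kauai. In Mangaia 4309 genes were called without Mangaia control 1 and 3327 when only the Mangaia control and day 7 libraries were fitted. In Kauai, scaling by library size alone made 8280 of 13444 DE genes higher and moved the median log2 fold change of all genes from 0.07 to 0.37, and RLE size factors moved it to -0.10. Of 12 comparisons of mapping shares with controls, read pairs without a mapped position rose by 1.37 points at day 7 (two-sided exact permutation p = 0.035, adjusted p = 0.14), and p was 0.055 to 0.1 without any one control of Mangaia or any one day 7 library of Kauai.

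**Figure D1:**
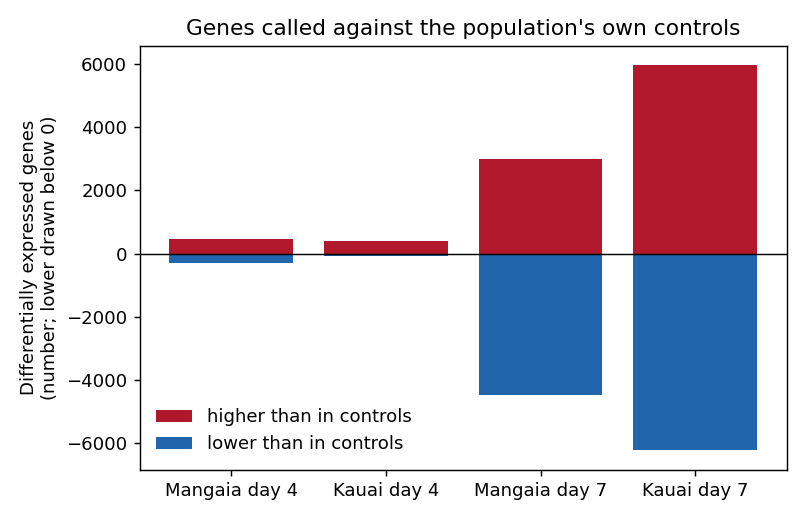
The vertical axis gives the number of DE genes in infested crickets against controls of the same population, with genes higher after infestation drawn above 0 in red and genes lower drawn below 0 in blue. The bars for day 7 in Kauai stand for 5953 higher and 6221 lower genes, and those for day 4 in Kauai for 411 and 80.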

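In the comparisons of day 7, 5566 genes were called in both populations, of which 1893 were higher in both, 3596 were lower in both and 77 went in opposite directions. Independent lists of the same lengths would share 750 higher and 1169 lower genes. The share of the same direction had an exact 95% interval of 98.3 to 98.9% across genes, which are not independent. It ranged from 97.7% to 99.4% when each library was left out. MSTRG.14598 was one of the genes that fell in both, with a log2 fold change of -6.91 (SE 0.992, adjusted p = 0.000433 from edgeR's quasi-likelihood test) in Mangaia and -6.45 (SE 0.995, adjusted p = 0.000275) in Kauai. MSTRG.17938 rose in both, from 1 read in controls to 1373 reads in Mangaia (62.4 ± 69.7 CPM, SD, n = 3, adjusted p = 0.00124) and from 3 to 2072 reads in Kauai (92.8 ± 51.7 CPM, SD, n = 3, adjusted p = 0.000432). RNA of fly larvae was not excluded as the source of the reads of MSTRG.17938. MSTRG.14598 and MSTRG.17938 were picked by a rule among genes called in both populations at day 7, so their calls in both follow from that choice. Shared genes changed by a median absolute log2 fold change of 2.27 in Mangaia and 2.67 in Kauai, and the fold changes correlated at 0.751 across all genes, which are not independent replicates. A further 1888 genes were called in Mangaia alone and 6608 in Kauai alone. Of these 8496 genes, 6401 (75.3%, exact 95% interval 74.4 to 76.2) had the same sign in the other population. This interval too takes genes as independent, and the share ranged from 72.3% to 80.5% when each library was left out. The shared genes fell to 3423 without Mangaia control 1 and to 2346 when each population was fitted from its own control and day 7 libraries.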

At this later stage of infection, 1711 genes showed population‐specific expression responses to infestation (population‐by‐infestation interaction FDR < 0.05).

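At day 7 the response of 576 genes differed between the populations, with 294 changing more upward and 282 more downward in Kauai. Toll-like receptor 13 (MSTRG.9480) was among them. It went from 1.76 ± 0.204 CPM (SD, n = 3) in controls to 1.24 ± 0.134 CPM (SD, n = 3) in Mangaia, and from 1.38 ± 0.273 to 4.91 ± 0.832 CPM (SD, n = 3 each) in Kauai. The log2 fold change was -0.50 (SE 0.332, adjusted p = 0.256 from edgeR's quasi-likelihood test) in Mangaia and 1.82 (SE 0.316, adjusted p = 0.000518) in Kauai, a difference of 2.32 (SE 0.459, adjusted p = 0.0378). Of the 576 genes, 432 were DE in Kauai alone, 57 in Mangaia alone and 87 in both, and 442 had fold changes of opposite sign. The 489 genes of them that were DE in one population alone make up 5.76% of the 8496 such genes. Over all genes 5088 had an unadjusted p under 0.05, where 1187 would be reached by chance. Part of the interaction lay in uninfested crickets. Taken in the direction of the interaction, the median log2 difference between Kauai and Mangaia over the 576 genes was 0.908 at day 7 and -0.646 in controls. Both medians are over genes chosen by that interaction. The call of Toll-like receptor 13 was lost without any one of 9 libraries, at adjusted p values of 0.0568, 0.0641 and 0.0848 for Mangaia control 1, 2 and 3, 0.0588 for Mangaia day 7 library 1, 0.0611 and 0.0911 for Kauai control 2 and 3, 0.0505 for Kauai day 4 library 1, and 0.085 and 0.0676 for Kauai day 7 library 1 and 3. It was also lost with the replicate block and without both day 7 libraries that stand apart from their groups, an alternative chosen after the result was seen. The count of 576 became 0 without Mangaia control 2 or 3, Mangaia day 7 library 1, Kauai control 2 or 3, Kauai day 4 library 1 or Kauai day 7 library 1, and 2 without Kauai day 7 library 3. It was 26 without Mangaia control 1, 218 without Mangaia day 7 library 3, 317 without Mangaia day 4 library 3, 911 without Kauai day 4 library 2 and 939 without Kauai control 1. With the replicate block it was 1, without both of those day 7 libraries 0, without a filter 306, by the likelihood ratio test 1711, by DESeq2 2131 and by limma voom 701. The part changing more upward in Kauai was 302 of 758 genes with RLE size factors and 1818 of 1947 with library size alone, which moved the median log2 difference of all genes from 0.05 to 0.39.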

### 3.4 Immune and stress response genes were not downregulated

Tolerance is typified by a lack of response to a parasite by the host, which is expected to result in a lack of changes in the transcriptional regulation of immune and stress response pathways. Specifically, we predicted that such genes would not be differentially expressed in response to parasitoid infestation in the Kauai population, but that the naïve population of Mangaia would continue to differentially regulate such genes owing to a lack of historical exposure to *O. ochracea* and the selection pressure it would impose. Our results opposed these predictions.

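The 53 immune genes with identifiers in Table S5 were all among the genes tested. By their matches to proteins of other species they include 7 phenoloxidases, which make melanin, and 2 phenoloxidase-activating factors, the proteases that switch on the inactive enzyme. The list also holds 9 Toll-like receptors and related leucine-rich proteins, 3 peptidoglycan recognition proteins, which bind bacterial cell walls, and 7 proteins of immune signalling. In controls the phenoloxidase-activating factor MSTRG.18615 stood at 56.1 ± 13.8 CPM (SD, n = 3) in Mangaia and 51.0 ± 4.66 CPM (SD, n = 3) in Kauai. Stimulator of interferon genes (MSTRG.18304) stood at 55.7 ± 5.77 and 35.8 ± 9.63 CPM (SD, n = 3 each). Tollo (MSTRG.7687), a Toll-like receptor, had 4 reads in the 3 Mangaia controls and 1 read in the 3 Kauai controls, so fold changes of this gene rest on few counts.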

We identified 67 genes in our expression dataset that either had significant homology to phenoloxidase (a key component of insect immunity) or were annotated with the biological process ontology “immune system process.” Similarly, we identified a total of 309 genes that were annotated with the biological process term “response to stress.” Overall, infested crickets from Kauai showed more uniquely DE genes related to immunity and stress responses than those from Mangaia. 

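The 9 Toll-like receptors and related proteins bear the names of receptors of innate immunity. At day 4, 1 of the 9 genes rose in Mangaia and 3 in Kauai (1 and 6 adjusted over the list alone). These numbers were 0 and 1 by limma voom, 1 and 3 by DESeq2, and 1 and 5 by the likelihood ratio test and with library size alone, and each of the 3 calls in Kauai was lost without Kauai control 2 and the call in Mangaia without any one of 4 libraries. At day 7, 5 rose in Mangaia and 9 in Kauai (5 and 9 adjusted over the list alone). The call of Tollo MSTRG.7687 in Mangaia was lost without any one of 3 libraries and when only the libraries compared were fitted. The study chose the list on these samples, so the counts over the list are not independent evidence. The change at day 7 was larger in Kauai for 8 of these 9 genes, and the interaction was called for 1 of them, Toll-like receptor 13 (2 by DESeq2 and with library size alone, 3 by the likelihood ratio test). Across the 53 immune genes, the absolute log2 fold change was larger in Kauai for 32 at day 4 and for 40 at day 7, and its sign was shared by the populations for 35 and 45. A larger change in Kauai is not particular to immune genes. Over all genes tested, the median absolute log2 fold change was 0.361 in Mangaia and 0.464 in Kauai at day 4. At day 7 it was 0.711 and 1.02.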

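Phenoloxidases melanise foreign bodies. Of the 7 genes, 2 were DE in Mangaia and 4 in Kauai at day 4, all of them higher (5 and 6 adjusted over the list alone), and the other 5 and 3 did not pass over all genes. The likelihood ratio test and DESeq2 each called 5 in both populations, limma voom 2 in both, and library size alone gave 2 in Mangaia and 6 in Kauai. Peptidoglycan recognition protein SC2 (MSTRG.9040) had a log2 fold change of -1.67 in Kauai at this time (adjusted p = 0.0537 from edgeR's quasi-likelihood test, 0.00824 adjusted over the list alone). Of the 53 immune genes, 9 were DE in at least one population (23 adjusted over the list alone, which the study chose on these samples, so that this is not independent evidence), with 7 higher in Kauai and 4 higher and 1 lower in Mangaia. The 9 genes became 5 without Mangaia control 1, 4 without Kauai control 1 or 3, and 5 without Kauai control 2 or Kauai day 4 library 1 or 2. The likelihood ratio test called 16, DESeq2 14 and limma voom 4, and scaling by library size alone gave 21.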

Of the 67 immune genes we identified, 16 were significantly differentially regulated in at least one population 4 days after infestation by the parasitoid larvae (Figure 5A, Table S5). Six of these genes showed similar responses in both populations. 

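The immune genes called in both populations by edgeR's quasi-likelihood test at day 4 were 3, namely 2 phenoloxidases and a Toll-like receptor. Phenoloxidase 2-like (MSTRG.7273) rose from 69.7 ± 21.2 to 761.5 ± 343.5 CPM in Mangaia (log2 fold change 3.45, SE 0.416, adjusted p = 0.000465) and from 72.3 ± 5.62 to 313.9 ± 17.6 CPM in Kauai (log2 fold change 2.12, SE 0.394, adjusted p = 0.0125), each with the SD of n = 3. Prophenoloxidase (MSTRG.17307), the inactive precursor of the enzyme, rose from 35.3 ± 2.16 to 73.7 ± 16.6 CPM in Mangaia (log2 fold change 1.06, SE 0.179, adjusted p = 0.00469) and from 19.8 ± 1.99 to 66.5 ± 9.65 CPM in Kauai (log2 fold change 1.75, SE 0.183, adjusted p = 0.000275), with an interaction of 0.69 (adjusted p = 0.417). Tollo (MSTRG.7205) rose by a log2 fold change of 2.26 (SE 0.533, adjusted p = 0.0308) in Mangaia and 3.07 (SE 0.554, adjusted p = 0.0104) in Kauai. MSTRG.7273 was not called in Kauai without Kauai control 2 (adjusted p = 0.0681) or 3 (adjusted p = 0.0659), and MSTRG.7205 was not called in Kauai without Kauai control 2 (adjusted p = 0.0525) nor in Mangaia without Mangaia control 1 (0.15), Mangaia control 3 (0.115) or Mangaia day 4 library 2 (0.0996) or 3 (0.096). The number of shared genes was 5 without Mangaia day 4 library 1 and 1 without Kauai control 2, and it was 6 by DESeq2 and by the likelihood ratio test.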

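Immune genes called in one population at day 4 were 4 in Kauai and 2 in Mangaia (exact McNemar p = 0.687; 10 and 5 adjusted over the list alone, p = 0.302). In Kauai, phenoloxidase MSTRG.10990 rose by a log2 fold change of 1.82 (SE 0.364, adjusted p = 0.0184 from edgeR's quasi-likelihood test), with a difference from Mangaia of 0.71 (adjusted p = 0.658). Phenoloxidase subunit A3 (MSTRG.10135) rose by 1.94 on the log2 scale (SE 0.473, adjusted p = 0.0456), with a difference of 0.41 (adjusted p = 0.847). Toll-like receptor 13 had an adjusted p of 0.0278 in Kauai and 0.271 in Mangaia, and Tollo (MSTRG.7687) went from 1 read to 38 in the 3 Kauai libraries (adjusted p = 0.0466), with an interaction of 2.83 (adjusted p = 0.628). In Mangaia, a hypothetical protein (MSTRG.13095) rose (log2 fold change 1.69, SE 0.429, adjusted p = 0.0438), and the ryanodine receptor (MSTRG.23640), a calcium channel, fell (log2 fold change -1.57, SE 0.395, adjusted p = 0.041), with interactions of -0.31 (adjusted p = 0.887) and 1.74 (adjusted p = 0.355). Each of these 6 calls was lost without any one of several libraries, from 2 for MSTRG.10990 to 14 for MSTRG.13095. Kauai alone had 1 gene without Kauai control 1 or 2 or Kauai day 4 library 2, 0 without Kauai control 3 and 2 without Kauai day 4 library 1. Mangaia alone had 0 without Mangaia control 1 or 2, Mangaia day 4 library 2, Kauai control 1, Kauai day 4 library 1 or Kauai day 7 library 1, and 1 without Mangaia control 3, Mangaia day 4 library 3, Mangaia day 7 library 1 or 3, Kauai day 4 library 2 or 3 or Kauai day 7 library 2.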

Of the remainder, 6 genes were differentially expressed in Kauai but not Mangaia, while 4 genes showed the opposite pattern. After 7 days, we observed 51 immune‐related genes with significant changes in expression in at least one population (Figure 5B, Table S5). 23 of these genes responded similarly in both populations. In contrast to the early response, after 7 days there were an additional 23 immune genes DE only in the Kauai population, while only five genes were uniquely DE in crickets from Mangaia.

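By day 7 most phenoloxidases had changed. Of the 7 genes, 4 were higher in Mangaia, and 6 were higher and 1 lower in Kauai (the same numbers adjusted over the list alone). The call of phenoloxidase subunit A3 (MSTRG.10135) in Kauai was lost without any one of 3 libraries. MSTRG.10990 rose by a log2 fold change of 1.96 (SE 0.345, adjusted p = 0.00152 from edgeR's quasi-likelihood test) in Mangaia and 3.29 (SE 0.373, adjusted p = 4.73e-05) in Kauai, a difference of 1.33 (adjusted p = 0.137). The gene that fell in Kauai was MSTRG.11188, with 19 reads in controls and 1 read at day 7 (adjusted p = 0.00819). Both phenoloxidase-activating factors rose in Mangaia, MSTRG.6730 by a log2 fold change of 1.04 (adjusted p = 0.00877) and MSTRG.18615 by 0.73 (adjusted p = 0.0124). In Kauai MSTRG.6730 rose by 1.09 (adjusted p = 0.00282), and MSTRG.18615 had a log2 fold change of 0.41 (adjusted p = 0.0888), with an interaction of -0.33 (adjusted p = 0.511). Together 49 of the 53 immune genes were DE in at least one population (50 adjusted over the list alone, a list chosen by the study on these samples and so not independent evidence), with 36 higher and 9 lower in Kauai and 21 higher and 6 lower in Mangaia. Table S5 gives a subset of the 67 immune genes of the study, chosen on these samples, so the high share of DE genes in it is not independent evidence either. It cannot be set against the share over all genes tested, of which 14062 of 23748 were DE in at least one population. Without Mangaia control 1, MSTRG.6730 was not called in Mangaia (adjusted p = 0.0583), and without Mangaia day 7 library 2, MSTRG.18615 was not called there (adjusted p = 0.0505).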

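The 23 immune genes called in both populations at day 7 all changed in the same direction (24 adjusted over the list alone). Prophenoloxidase (MSTRG.17307) reached 137 ± 13.4 CPM (SD, n = 3) in Mangaia and 112 ± 9.09 CPM (SD, n = 3) in Kauai (adjusted p = 2.01e-05 and 3.09e-06 from edgeR's quasi-likelihood test). Phenoloxidase 2-like (MSTRG.7273) rose by log2 fold changes of 4.18 (SE 0.430) and 4.07 (SE 0.428), with adjusted p values of 4.56e-05 and 2.94e-05. Of the peptidoglycan recognition proteins, which detect bacteria, 2-like (MSTRG.22070) rose by a log2 fold change of 1.61 (SE 0.215, adjusted p = 0.000273) in Mangaia and 1.45 (SE 0.215, adjusted p = 0.000218) in Kauai. Peptidoglycan recognition protein SC2 (MSTRG.9040) fell from 267.8 ± 94.4 to 49.1 ± 26.6 CPM in Mangaia and from 214 ± 48.9 to 64.3 ± 27.1 CPM in Kauai, each with the SD of n = 3 (adjusted p = 0.00162 and 0.00375). Eiger (MSTRG.17457), the insect ligand of the tumour necrosis factor family, rose by log2 fold changes of 1.44 (SE 0.230, adjusted p = 0.000845) and 1.37 (SE 0.231, adjusted p = 0.000444). The number of shared immune genes was 14 without Mangaia control 1 and 15 when each population was fitted from its own control and day 7 libraries.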

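Of the immune genes called in one population at day 7, 22 were DE in Kauai and 4 in Mangaia (exact McNemar p = 0.000534 across genes, which are not independent; 21 and 5 adjusted over the list alone, p = 0.00249). This excess is not particular to immune genes, since over all genes 6608 were DE in Kauai alone and 1888 in Mangaia alone. The sign of the change in Mangaia was the same for 16 of the 22. Toll-like receptor 6 (MSTRG.5414) rose from 1.13 ± 0.805 to 7.08 ± 2.41 CPM (SD, n = 3 each) in Kauai (log2 fold change 2.64, SE 0.490, adjusted p = 0.000759 from edgeR's quasi-likelihood test) with a log2 fold change of 0.56 in Mangaia (adjusted p = 0.337) and an interaction of 2.08 (adjusted p = 0.0921). Microphthalmia-associated transcription factor (MSTRG.16997) rose in Kauai by 0.74 on the log2 scale (SE 0.184, adjusted p = 0.0043), with an interaction of 0.43 (adjusted p = 0.358). The genes called in Mangaia alone were MSTRG.18615, the adhesion G protein-coupled receptor A3 gene MSTRG.21787, which fell (log2 fold change -3.72, adjusted p = 0.0221), serine hydroxymethyltransferase MSTRG.19162, which rose (1.56, adjusted p = 0.0191), and SMYD5 MSTRG.22129, which rose (0.71, adjusted p = 0.0269). The interactions of the last pair were -0.70 (adjusted p = 0.538) and -0.74 (adjusted p = 0.196), and the calls of MSTRG.21787, MSTRG.19162 and MSTRG.22129 were lost without any one of 3, 2 and 9 libraries. Over all genes the interaction was called for Toll-like receptor 13 alone, and adjusted over the list alone also for MSTRG.21787 (log2 difference 5.14, adjusted p = 0.0419) and phosphoacetylglucosamine mutase TOG006979 (1.92, adjusted p = 0.0419). Kauai alone had 13 genes without Kauai control 3. Mangaia alone had 2 without Mangaia control 1 or 3 and 1 without Mangaia day 7 library 2. The interaction was called for 3 immune genes without Mangaia day 7 library 2 or Kauai day 4 library 2, for 2 without Kauai control 1, and for 0 without any one of the 9 libraries on which the call of Toll-like receptor 13 rests.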

**FIGURE 5:**
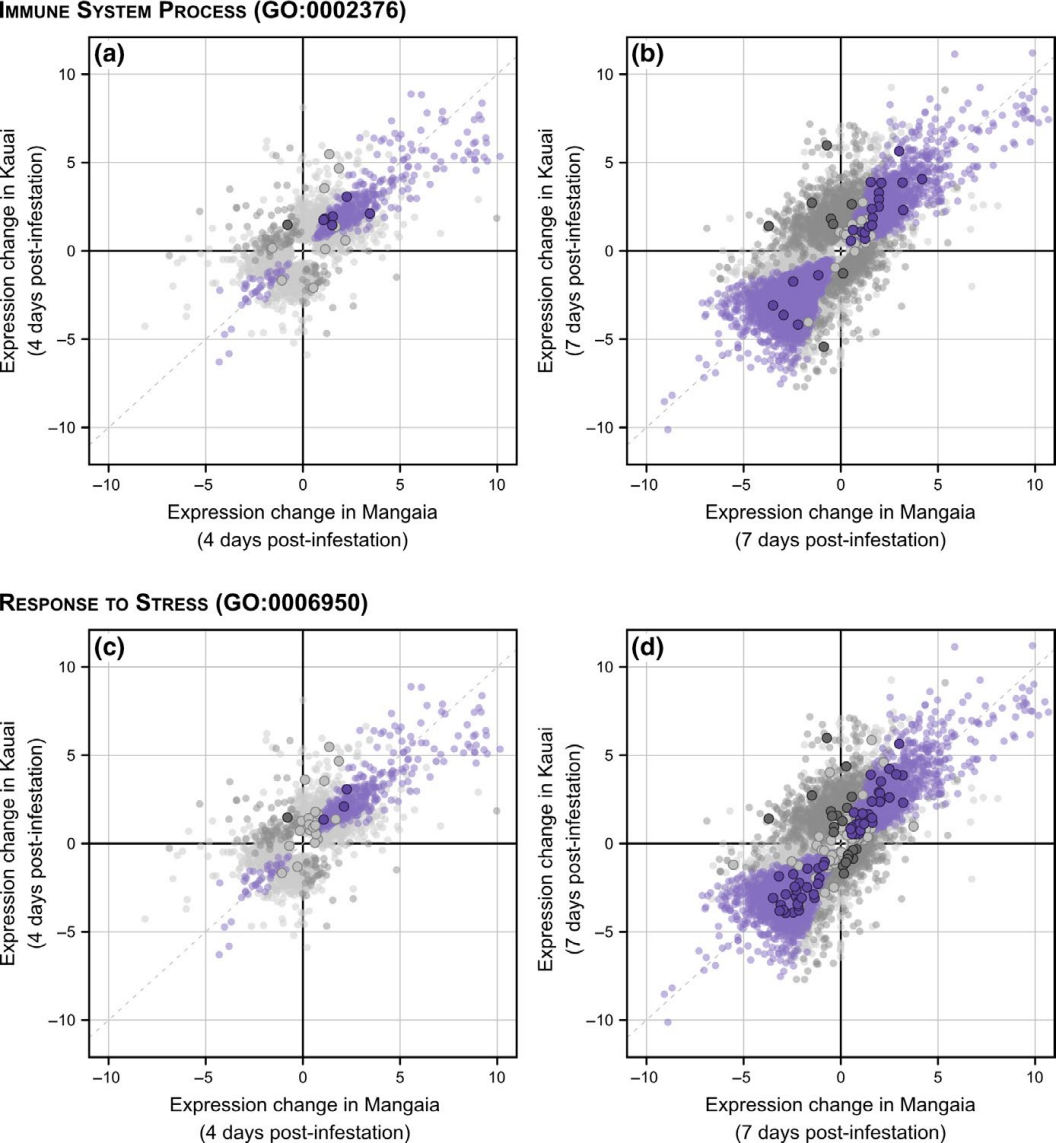
Immune and stress response genes respond similar to parasitoid infestation. Points show the log_2_ fold change in expression between the control treatment and either 4 days (a, c) or 7 days (b, d) postinfestation for each population. Only genes with significant changes in expression (FDR < 0.05) are shown in each panel. Purple indicates differentially expressed genes that respond similarly in both the Mangaia and Kauai populations. Genes in dark gray respond differently to infestation in the two populations (population‐by‐infestation interaction). Light gray points indicate genes that are significantly differentially expressed in only one population. Genes highlighted with a solid border were annotated as either immune system genes (a–b) or response to stress (c–d)

Genes annotated as having functions related to stress response also tend to be DE in infested crickets from Kauai. Four days after infestation, 24 stress response genes were DE in at least one population (Figure 5C). 16 of these were only DE in Kauai crickets, while 3 were DE in both populations. Only five genes were DE in Mangaia but not in Kauai. After 7 days of infestation, 180 stress‐related genes were DE in at least one population (Figure 5D), of which 57 were common to both populations, and 85 were unique to Kauai. In contrast, only 38 of these genes were DE solely in Mangaia crickets.

### 3.5 Divergence of transcriptional response to infestation between populations

Gene expression appears to be highly plastic in response to infestation in both populations, and a considerable fraction of the response is shared in both Mangaia and Kauai (Figure 5). However, there is evidence for substantial differences in the responses between the two populations as well. As described above, we observed significant interactions for many genes, especially 7 days postinfestation, as well as many genes that were significantly DE in only one population. To further investigate patterns of transcriptional divergence, we used nonmetric multidimensional scaling (nMDS), an unsupervised ordination method, to visualize differences in the global expression patterns among treatment groups.

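Libraries of crickets infested for 7 days lay apart from the controls on the first axis of an nMDS ordination of the 18 libraries (Bray-Curtis dissimilarity of TMM-normalized CPM after square root and Wisconsin standardization, 4 dimensions, stress 0.0131). Their mean score was 0.179 ± 0.0852 (SD, n = 3) in Mangaia and 0.185 ± 0.0650 (SD, n = 3) in Kauai. Controls had means of -0.0792 ± 0.0336 in Mangaia and -0.171 ± 0.0328 in Kauai (SD, n = 3 each). The difference between day 7 and controls was 0.307 (two-sided exact permutation within populations, p = 0.005, the smallest it can give; adjusted p = 0.02 over 4 axes). At day 4 the means were -0.0671 ± 0.0183 and -0.0469 ± 0.0561 (SD, n = 3 each), and the difference from controls of 0.0682 had an exact permutation p of 0.035 (adjusted p = 0.07).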

Overall, we observed large differences in global expression patterns attributable to the time since infestation, which are apparent on the first ordination axis (Figure 6). We used a permutational analysis of variance (PERMANOVA) on the dissimilarity matrix to confirm that time since infestation had a highly significant effect on global patterns of gene expression (*F*_2,12_ = 10.73, *p* = .001). However, these responses diverge between the two populations on the second axis, especially 7 days after infestation, reflected by a significant population‐by‐infestation effect (PERMANOVA: *F*_2,12_ = 3.64, *p* = .002). 

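In the re-computed PERMANOVA, run on TMM-normalized CPM without transformation, the stage of infestation accounted for 50.3% of the variation among the 18 libraries of control, day 4 and day 7 crickets (F = 10.73, permutation p = 0.001, the smallest that these permutations can give). Population of origin, Mangaia or Kauai, accounted for 4.46% (F = 1.90, permutation p = 0.107). The F of stage lay between 9.11 and 11.3 when each library was left out in turn.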

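Mangaia and Kauai crickets of day 7 had mean scores of -0.0823 ± 0.0141 and 0.0710 ± 0.0406 (SD, n = 3 each) on the second axis, a difference of 0.153 (two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). The interaction of population and stage accounted for 17.1% of the variation (F = 3.64, permutation p = 0.006). With 100 times as many permutations, a number chosen after the first result was seen, its permutation p was 0.00244. The interaction did not pass when the CPM were first transformed by square root and Wisconsin standardization (F = 2.09, permutation p = 0.053) or by log2 after adding 1 CPM (F = 2.14, permutation p = 0.053).

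**Figure D2:**
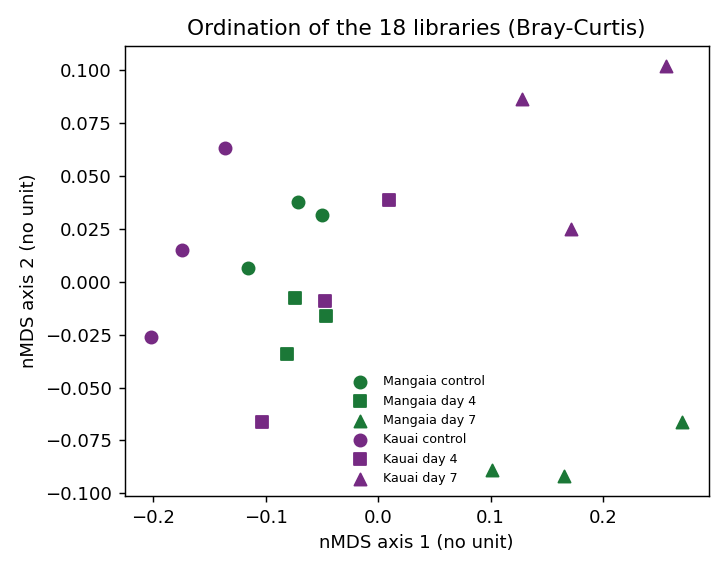
Each point is 1 of 18 libraries, placed by its scores on nMDS axis 1 (horizontal) and axis 2 (vertical), both without unit, with colour for population and shape for control, day 4 or day 7. The day 7 libraries lie at the right, with group means on axis 2 of 0.0710 for Kauai and -0.0823 for Mangaia.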

Interestingly, nMDS axis 4 appears to indicate a subset of genes with differences in expression that separates the two populations, regardless of infestation status.

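Kauai libraries had mean scores on the fourth axis of 0.0309 ± 0.0256 in controls, 0.0316 ± 0.0205 at day 4 and 0.0166 ± 0.00841 at day 7 (SD, n = 3 each). Mangaia libraries had means of -0.0323 ± 0.0148, -0.0425 ± 0.0234 and -0.00433 ± 0.0327 (SD, n = 3 each). The difference between populations was 0.0527 (two-sided exact permutation within stages, p = 0.001, adjusted p = 0.004 over 4 axes). An ordination without transformation gave no axis that passed (largest difference 0.0236, adjusted permutation p = 0.8), and one with 2 dimensions gave 0.0463 (adjusted permutation p = 0.0884).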

**FIGURE 6:**
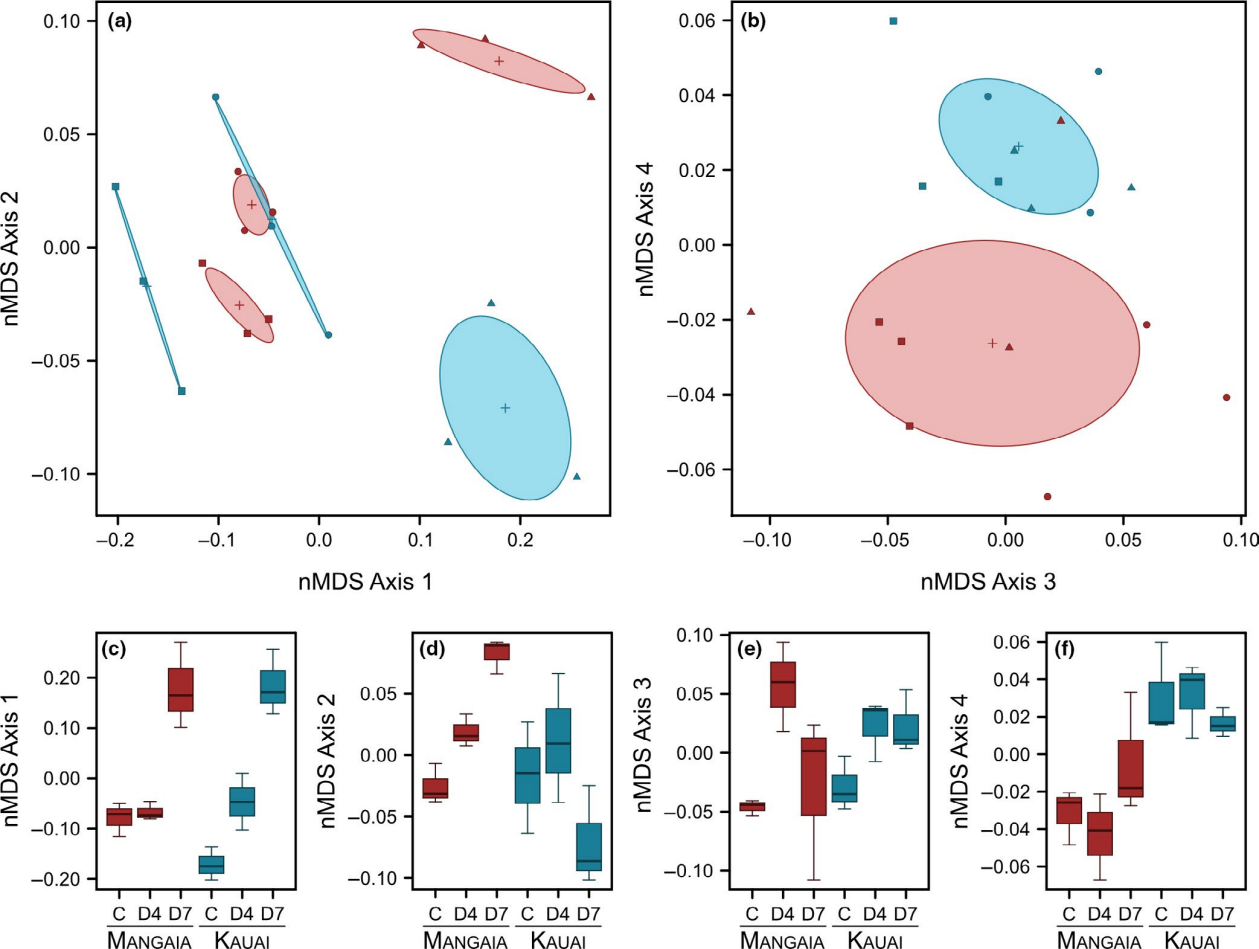
Nonmetric multidimensional scaling of transcriptional data shows divergence in expression profiles due to infestation and population origin. (a) Crickets from Mangaia (red) and Kauai (blue) exhibit distinct transcriptional profiles that diverge over the course of fly infestation on ordination axes 1 and 2. (b) The expression profiles of the Mangaia (red) and Kauai (blue) populations differ across all time points on Axis 4. (c–f) Boxplots show the divergence among treatment groups on each of the 4 axes in a nonmetric multidimensional scaling ordination (C, control; D4, 4 days postinfestation; D7, 7 days postinfestation)

### 3.6 Coexpressed modules are associated with infestation treatment

To further clarify how transcriptional responses differ among populations, we performed a weighted gene coexpression network analysis to identify modules, which are sets of genes with highly correlated patterns of expression across samples. We identified 17 well‐supported coexpression modules, ranging in size from 32 to 4,231 genes (Table S6). An additional 9,575 genes could not be consistently assigned to any single module, and were thus designated as “Unassigned.” For each module, we calculated the eigengene, which is defined as the first principal component of the expression values for all genes in that module. After excluding the “Unassigned” group of genes, the eigengene of each of the assigned modules explained no less than 70.5% of the variance in expression, indicating that the eigengene is representative of the expression of the module’s component genes.

As observed above, time since infestation is the factor most strongly associated with transcriptional regulation in most modules (Table S6). 

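Coexpression was examined by k-means clustering into 17 clusters of 14249 genes, since WGCNA was not run, so the clusters are not the paper's modules. For 12 of the 17 clusters the eigengene changed with time since infestation after adjustment over the clusters. One cluster of 1109 genes holds 8 of the immune genes that Table S5 assigns to Module 2, a module of signalling genes. Its mean standardized expression rose from -0.96 in controls to 0.42 at day 4 and 0.85 at day 7 in Mangaia, and from -1.10 to 0.07 and 0.71 in Kauai (F = 97.5, permutation p = 2e-05). With 10 clusters 7 changed with stage, and with 25 clusters 19.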

Eigengene expression of 12 modules is significantly affected by the time since infestation. Five modules consisted of a total of 4445 genes—Modules 1, 11, 13, 15, and 17—are primarily downregulated over the course of the infestation in crickets from both populations (Figure 7). 

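Table S5 assigns 6 immune genes to Module 1, and at day 7 all 6 were lower in Kauai and 4 were lower in Mangaia, with median log2 fold changes of -3.36 and -1.68. Aquaporin-4 (MSTRG.2949), a water channel, fell by log2 fold changes of -3.49 (SE 0.583, adjusted p = 0.00114 from edgeR's quasi-likelihood test) in Mangaia and -3.09 (SE 0.553, adjusted p = 0.000625) in Kauai. Cytochrome b5 (MSTRG.23133), an electron carrier, fell by -2.20 (SE 0.534, adjusted p = 0.00845) and -4.18 (SE 0.568, adjusted p = 0.000135), with an interaction of -1.97 (adjusted p = 0.169). Adenosine deaminase (MSTRG.279) fell in Kauai alone, from 51 reads in controls to 1 read (adjusted p = 0.000649), with an interaction that had an adjusted p of 0.0976. The study chose and grouped these 6 genes on these samples, so their shared fall and stage effect are not independent evidence. The eigengene of the 6 genes, which held 84.5% of their variance, changed with stage (F = 40.7, permutation p = 5e-05). Its interaction with population had F = 2.50 (permutation p = 0.127) and passed only without Mangaia day 7 library 2 (F = 5.09, permutation p = 0.0316).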

Module 1 is a large module containing 4231 coexpressed genes, which exhibited significant enrichment of many biological processes, including cytoskeleton organization, cell cycle, and homeostatic processes, among others (Tables S6 and S7 (https://doi.org/10.17605/OSF.IO/GSMA5)). Genes involved in carbohydrate metabolism were enriched in Modules 13, 15, and 17, while those involved in DNA metabolic processes were observed in Module 11.

**FIGURE 7:**
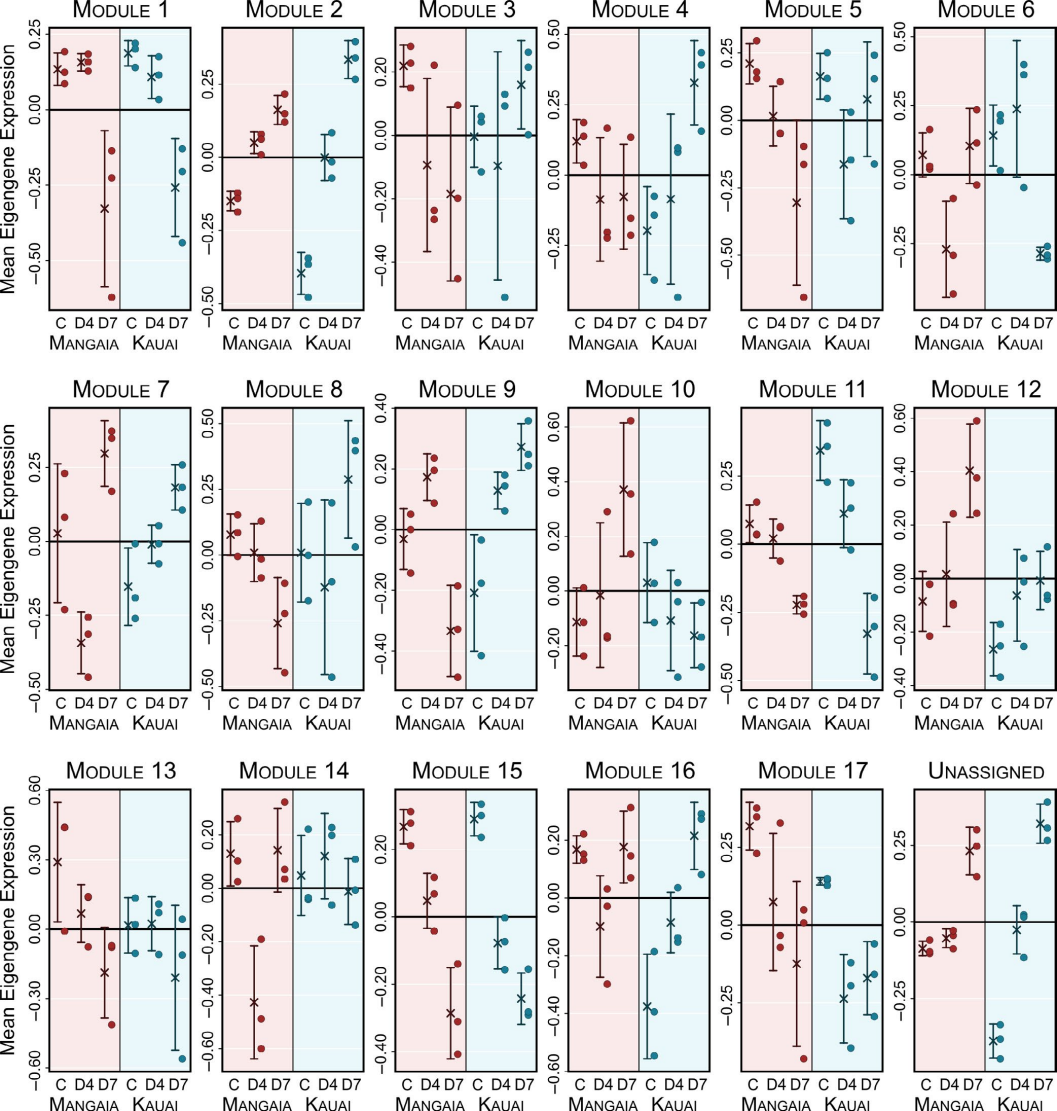
Eigengene expression in most coexpression modules is associated with time since infestation or population. Mean eigengene expression (±1 *SD*) is shown for each treatment group. Eigengene scores for each sample (circles) are also shown

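The 22 immune genes that Table S5 assigns to Module 2 include phenoloxidases and Toll-like receptors, and their first principal component held 71.5% of their variance. This eigengene of Module 2 immune genes rose from -0.207 ± 0.0587 in Mangaia controls to 0.0118 ± 0.0929 at day 4 and 0.242 ± 0.0992 at day 7 (SD, n = 3 each). In Kauai it rose from -0.341 ± 0.0361 to -0.0178 ± 0.0515 and 0.311 ± 0.0404 (SD, n = 3 each). Stage had an F of 99.3 (permutation p = 2e-05). The study chose these genes and grouped them into a module on these same samples, so their stage effect is not independent evidence.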

Module 2 and Module 12, in contrast, were upregulated in response to infestation in both cricket populations (Figure 7; Table S6). The smaller of these, Module 12, consists of 72 genes enriched for ribonucleoprotein complex assembly and translation processes. Module 2 (3773 genes) was enriched for genes relating to signal transduction and cell morphogenesis, among other processes. Many of the genes annotated as immune system process were assigned to Module 2 (22 genes; Tables S5 and S6), although this did not represent significant enrichment of immune genes within the module (Fisher’s test; *p* = .090).

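All 22 immune genes of Module 2 had positive log2 fold changes at day 7 in both populations, with a median of 1.34 in Mangaia and 1.48 in Kauai. The module was built from coexpression in these samples, so this shared direction is not independent evidence. The test called 15 of them in Mangaia and 21 in Kauai at day 7 (16 and 21 adjusted over the list alone), and 4 and 5 at day 4 (8 and 10 adjusted over the list alone, which the study chose on these samples and which is not independent evidence). Ral-a (MSTRG.4830), a small GTPase, rose in Kauai by a log2 fold change of 1.30 (SE 0.220, adjusted p = 0.00046 from edgeR's quasi-likelihood test), with 0.57 in Mangaia (adjusted p = 0.0572) and an interaction of 0.73 (adjusted p = 0.181). MSTRG.3504 rose in both populations, by 1.25 (SE 0.190, adjusted p = 0.000609) in Mangaia and 0.69 (SE 0.188, adjusted p = 0.00705) in Kauai.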

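Responses that differed between Mangaia and Kauai were found in 6 of the 17 k-means clusters at an unadjusted permutation p under 0.05 and in 5 after adjustment over the clusters. A cluster of 1239 genes, with 3 Module 2 immune genes, rose from a mean standardized expression of -1.13 in Kauai controls to 1.21 at day 7, and from -0.24 to 0.25 in Mangaia (interaction F = 6.52, permutation p = 0.0118, adjusted p = 0.0401). The strongest interaction was in a cluster of 536 genes (F = 19.0, permutation p = 0.00028, adjusted p = 0.00476), which stood at -0.84 at day 4 in Mangaia and at 0.23 in Kauai. The tested eigengene held 42.99% of the variance of these 536 genes, and 27.75% to 65.94% over the 5 clusters that passed after adjustment. Such a test does not stand for all genes of a cluster. With 25 clusters 11 had an unadjusted permutation p under 0.05 and 6 passed after adjustment.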

To probe population‐specific responses to fly infestation, we also identified 10 modules for which the eigengene’s response to infestation differed between populations (population‐by‐infestation interaction; Table S6). These modules can be divided into four general categories based on their expression patterns. I. The first group, including Modules 2 and 11, exhibited expression changes in the same direction over time in both the Kauai and Mangaia populations, but with responses in Kauai of much greater magnitude than in Mangaia (Figure 7).

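From controls to day 7 the eigengene of the 22 Module 2 immune genes rose by 0.449 in Mangaia and by 0.652 in Kauai, and from controls to day 4 by 0.218 and 0.323. The interaction of population and stage had an F of 3.40 (permutation p = 0.0693). Among the 22 genes, Tollo (MSTRG.7205) rose at day 7 by a log2 fold change of 3.18 (SE 0.545, adjusted p = 0.0013 from edgeR's quasi-likelihood test) in Mangaia and 3.86 (SE 0.566, adjusted p = 0.000208) in Kauai, with an interaction of 0.68 (adjusted p = 0.62). The interaction of the eigengene passed with library size alone as scaling (F = 10.3, permutation p = 0.0021). It also passed without Mangaia control 1 (permutation p = 0.0322), Mangaia day 4 library 1 (0.0126) or 3 (0.0351), Mangaia day 7 library 3 (0.0204), Kauai day 4 library 1 (0.035) or 3 (0.0346), or Kauai day 7 library 2 (0.0343) or 3 (0.0432).

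**Figure D3:**
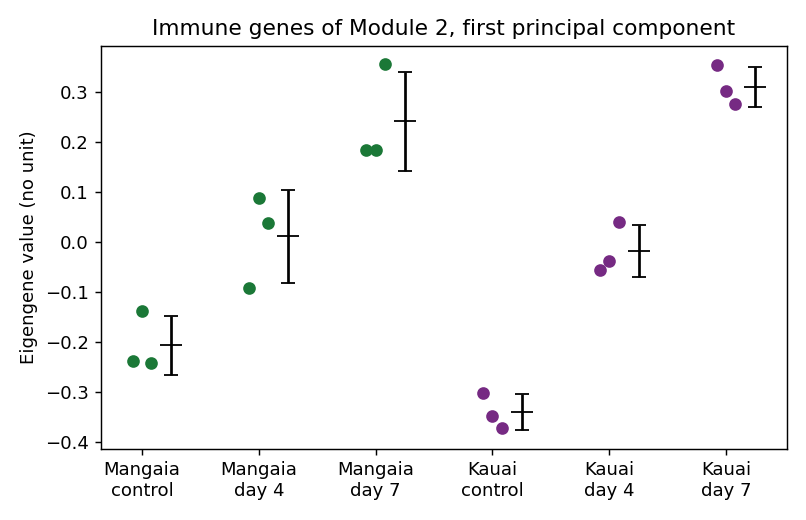
The vertical axis gives the eigengene of the 22 Module 2 immune genes, without unit, for 6 groups of crickets; points are libraries and bars the mean ± SD of n = 3. Mean values rise from -0.207 to 0.242 in Mangaia and from -0.341 to 0.311 in Kauai between controls and day 7.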

II. Module 4, Module 10 and Module 14 were comprised of genes that responded to infestation in only one population. Genes in Module 4 (429 total) tended to be upregulated 7 days after infestation, only in Kauai. This module was enriched for several functional categories including cell differentiation, cell junction processes, and nervous system processes. Similarly, the genes in Module 10 (80 genes) and Module 14 (61 genes) were differentially regulated only in Mangaia, at 7 and 4 days postinfestation, respectively. 

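The immune gene that Table S5 assigns to Module 4, MSTRG.23335, went from 6.22 ± 4.57 to 41.0 ± 19.9 CPM (SD, n = 3 each) in Kauai by day 7 (log2 fold change 2.72, SE 0.898, adjusted p = 0.0196 from edgeR's quasi-likelihood test). In Mangaia it went from 14.0 to 4.97 CPM (log2 fold change -1.48, adjusted p = 0.206), and the difference between populations of 4.20 (SE 1.26) had an adjusted p of 0.0792. The call in Kauai was lost without Kauai control 2 (adjusted p = 0.0662), Kauai control 3 (adjusted p = 0.0787) or Kauai day 7 library 3 (adjusted p = 0.0644).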

Module 10 included many genes involved in translation, while Module 14 includes components of signal transduction pathways and genes that regulate homeostasis.

III. Module 8 showed opposing responses in each population. Genes in this module tended to be downregulated 7 days postinfestation in Mangaia, but upregulated in the same time period in Kauai crickets. This module was enriched for carbohydrate metabolism and cell adhesion.

IV. Finally, Modules 6, 7, 9, and 16 all demonstrate variable responses that differ between populations, particularly in the timing of the transcriptional response to infestation. For example, Module 6 was downregulated 4 days after infestation in the Mangaia population, but the response was delayed until 7 days postinfestation in the Kauai crickets. This module was enriched for genes that generate precursor metabolites and energy. Similarly, the other modules in this group—7, 9, and 16—responded rapidly (4 days postinfestation), before returning to approximately baseline levels of expression after day 7 in the Mangaia population. 

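Table S5 assigns 1 immune gene to Module 6, MSTRG.15184, which matches the RPC8 subunit of RNA polymerase III. In Mangaia its log2 fold change was -0.32 at day 4 (adjusted p = 0.708 from edgeR's quasi-likelihood test) and 0.12 at day 7 (adjusted p = 0.785). In Kauai it was -0.22 at day 4 (adjusted p = 0.708), and the gene fell by day 7 from 5.65 to 2.34 CPM (log2 fold change -1.27, SE 0.310, adjusted p = 0.00361). The interaction at day 7 was -1.39 (SE 0.428, adjusted p = 0.0856).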

In the Kauai population, these modules respond more modestly after four days, but continue to increase expression through the end of the experiment. These modules were enriched for genes involved with protein modification (Module 7), mRNA processing (Module 9), and nitrogen compound metabolism (Module 16).

## 4 DISCUSSION

Given the high likelihood of host death following successful invasion by *O. ochracea* larva(e), we hypothesized that hosts evolving in an environment where they are susceptible to such infestation are under selection to have increased tolerance but not necessarily increased immunological resistance to such parasitoids. By comparing survival and fitness measures of infested *T. oceanicus* field crickets from an island population where *O. ochracea* is completely absent to those from an island population where the parasitoid has been present for at least three decades (Zuk et al., 1993), we tested for postinfestation host differences indicative of increased survival and a tolerant strategy. We were particularly interested in population differences in reaction norms relating host fitness and survival to the number of emerging larva(e). We found no such differences between the two populations, demonstrating that tolerance to increasing severity of parasite load (i.e., more larvae) does not qualitatively differ between these two populations of *T. oceanicus*.

In general, the number of larva(e) to emerge and host body condition repeatedly emerged as important determinants of fitness and survival measures, including spermatophore production, time to first larval emergence, total survival postinfestation, and mean larval mass at emergence (a measure of parasitoid, rather than host, fitness). We did, however, find some evidence for population differences in fitness (spermatophore production) and survival (total survival time postinfestation), although in both cases significant population effects (a) were not associated with the slope of the response to different numbers of larvae and (b) only emerged from models containing either preinfestation or late stage infestation body but not at both time points. Specifically, Kauai crickets were more likely to continue to produce a spermatophore throughout the infestation when their body condition was relatively high prior to infestation. Survival, on the other hand, was dependent on late stage body condition, such that crickets from the Kauai population survived infestation for longer when they had a higher body condition. That the Mangaia population showed decreased survival with increased body condition is curious and should be explored further.

Infestation by *O. ochracea* strongly impacted gene expression profiles of their hosts, and varied over the time course of the infestation (Figure 5). Although a recent study found a relatively low level of pairwise genetic differentiation between *T. oceanicus* from one of the Hawaiian Islands (Hawaii) and Mangaia (Fst = 0.094; Pascoal et al., 2016), each population showed largely unique expression responses but with a small, core set of genes that tended to respond in the same direction (Figure 5). This divergence in the populations’ responses is most evident in the eigengene expression of 10 coexpressed modules with significant population‐by‐infestation interaction effects.

However, the patterns of differential expression that we observed here are inconsistent with mechanisms of tolerance acting through gene regulation. The functional classes of genes that we expect to show reduced plasticity in Kauai—immune system process and response to stress—tend to be equally responsive in both populations, or are more responsive in Kauai. 

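Immune signalling genes can serve to compare the calls in the populations, though a count of calls does not measure the size of a response. Of 7 such genes in Table S5, 1 rose and 2 fell in Mangaia at day 7 and 4 rose and 2 fell in Kauai (2 and 2 in Mangaia and 4 and 2 in Kauai adjusted over the list alone, which is not independent evidence). More calls in Kauai are not particular to these genes, since over all genes tested 31.4% were DE in Mangaia and 51.3% in Kauai. Stimulator of interferon genes (MSTRG.18304), which activates responses to foreign DNA, rose in Kauai by a log2 fold change of 0.95 (SE 0.282, adjusted p = 0.0113 from edgeR's quasi-likelihood test) with 0.17 in Mangaia (adjusted p = 0.665) and an interaction of 0.78 (adjusted p = 0.269). The sterile alpha and TIR motif gene (MSTRG.12613) rose in Kauai by 1.07 (SE 0.311, adjusted p = 0.0103), with an interaction of 1.12 (adjusted p = 0.154). The IRAK1-binding protein gene (MSTRG.6375) fell in both, by -2.95 (SE 0.505, adjusted p = 0.00129) in Mangaia and -3.63 (SE 0.503, adjusted p = 0.000148) in Kauai. The call of MSTRG.18304 was lost without Kauai control 3 (adjusted p = 0.0506) and that of MSTRG.12613 without Kauai day 7 library 3 (adjusted p = 0.0824). The paper reasons that tolerance would show as a weaker response of immune and stress genes in Kauai, and from responses there that were equal or larger it concludes that the patterns do not match tolerance acting through gene regulation.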

Many of the genes known to have functions related to the immune system were assigned to Module 2. Although this does not constitute a significant enrichment of immune genes, Module 2 is nevertheless the best candidate for comprising, at least in part, the immune response to infestation in *Teleogryllus*. 

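In uninfested crickets, the log2 difference between Kauai and Mangaia was negative for 17 of the 22 Module 2 immune genes, with a median of -0.36. These genes were grouped by their coexpression in these same samples, so the 17 are not separate pieces of evidence. Prophenoloxidase (MSTRG.17307) had a log2 difference between Kauai and Mangaia controls of -0.83 (SE 0.181, adjusted p = 0.0811 from edgeR's quasi-likelihood test), and it was the 1 gene of the 22 called when adjusted over the list alone (adjusted p = 0.0161), which is not independent evidence since the study chose the list on these samples. The eigengene of the 22 genes differed by -0.134 between Kauai and Mangaia controls (two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow).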

As a whole, the genes in this module tend to have a reduced basal level of expression in uninfested crickets from the coevolved Kauai population. However, upon infestation by parasitoid larvae, the expression of Module 2 increases significantly more in the Kauai population, as evidenced by a significant population‐by‐infestation interaction. Such a response is contrary to the predicted outcome of selection for tolerance.

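At day 7 the log2 difference between Kauai and Mangaia crickets was positive for 14 of the 22 Module 2 immune genes, with a median of 0.15. The study grouped the 22 genes by coexpression in these same samples, so counts of them with a shared direction are not independent evidence. The increase since controls was larger in Kauai for 17 of the 22, with a median interaction of 0.62 on the log2 scale. These interactions did not pass edgeR's quasi-likelihood test: the smallest adjusted p was 0.0921 over all genes and 0.055 adjusted over the list alone (Toll-like receptor 6, MSTRG.5414). The same control libraries enter both the starting level and the increase of each population, so a low level in Kauai controls raises the increase there.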

The results of this study seem to effectively rule out a role for tolerance to *O. ochracea* larvae in the evolution of *T. oceanicus* populations in Hawaii. However, it is still unclear whether the changes in transcriptional regulation observed in the Kauai population represent adaptive changes in immunity and resistance to being parasitized by *O. ochracea*, or whether some changes might in fact be induced by the parasitoids themselves, which have coevolved with Kauai crickets and may therefore have acquired counter‐defenses. Although flatwing males do not seem to differ from their normal‐wing counterparts in our measures of immunity (Bailey et al., 2011, this study), a recent study found that flatwing males produce significantly more offspring per individual mating than do normal‐wing males (Heinen Kay et al., 2019). Traits such as fitness and immunity undoubtedly affect transcription of large numbers of genes relating to wing and/or testis development, among other functions (Rayner et al., 2019). In addition, a significant limitation of using crickets derived from extremely isolated wild populations is that we cannot account for all of the myriad morphological, behavioral, or physiological traits that similarly may have diverged between populations, and which may not be directly related to co‐occurrence with the parasitoid fly. Future studies therefore would benefit from the inclusion of additional *T. oceanicus* populations that do (e.g., populations on additional Hawaiian Islands) and do not (e.g., populations throughout the South Pacific and Australia) share a history of coevolution with *O. ochracea*. Such population‐level replication would provide greater support that the differences seen here are in fact due to parasitoid‐associated selection.

Finally, we speculate that the lack of evidence for tolerance in this study may be related to the strength of selection acting concurrently on mechanisms conferring resistance and tolerance in this system. Why should different populations of the same species produce different transcriptional responses to invasion by a parasitoid? The fact that Kauai crickets have coevolved with the parasitoid for many generations would logically contribute to this difference, but it is evident that that coevolution has not given Kauai hosts an upper hand: Fitness is similarly, and dramatically, decreased in this population compared with a parasitoid‐naïve population. Could it be that the parasitoid itself is locked into an arms race and has evolved additional larval strategies to thrive within Kauai hosts? These could involve parasitoid‐directed changes in host gene expression; evolutionary models of such processes predict the accumulation of multiple defenses, counter‐defenses, and generally accelerated evolution. This could account for the larger magnitude and extent of differential gene expression in Kauai crickets, alongside similar fitness outcomes of parasitization.

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

SLB: Study conceptualization; infestations ; analyses of survival and fitness. KS: Gene expression analyses. MZ: Cricket collection. All authors contributed to the interpretation, writing, and editing of the manuscript.

## Supporting information

Fig S1

Table S1‐6

## Data Availability

Sequence data for this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database as part of series GSE15139 with accession numbers GSM4584950‐4584967. Raw data from pertaining to survival and fitness, and Supplemental Table S7 containing details of module GOs are archived at https://doi.org/10.17605/OSF.IO/GSMA5.

# Supplementary material for: Immunogenetic and tolerance strategies against a novel parasitoid of wild field crickets
**Source:** Ecol Evol. 2020 Oct 26;10(23):13312–26. doi: 10.1002/ece3.6930

Figure S1. Survival increases with body condition 6 days following infestation for *T. oceanicus* from Kauai (blue circles), but decreases with body condition at the same timepoint for *T. oceanicus* from Mangaia.

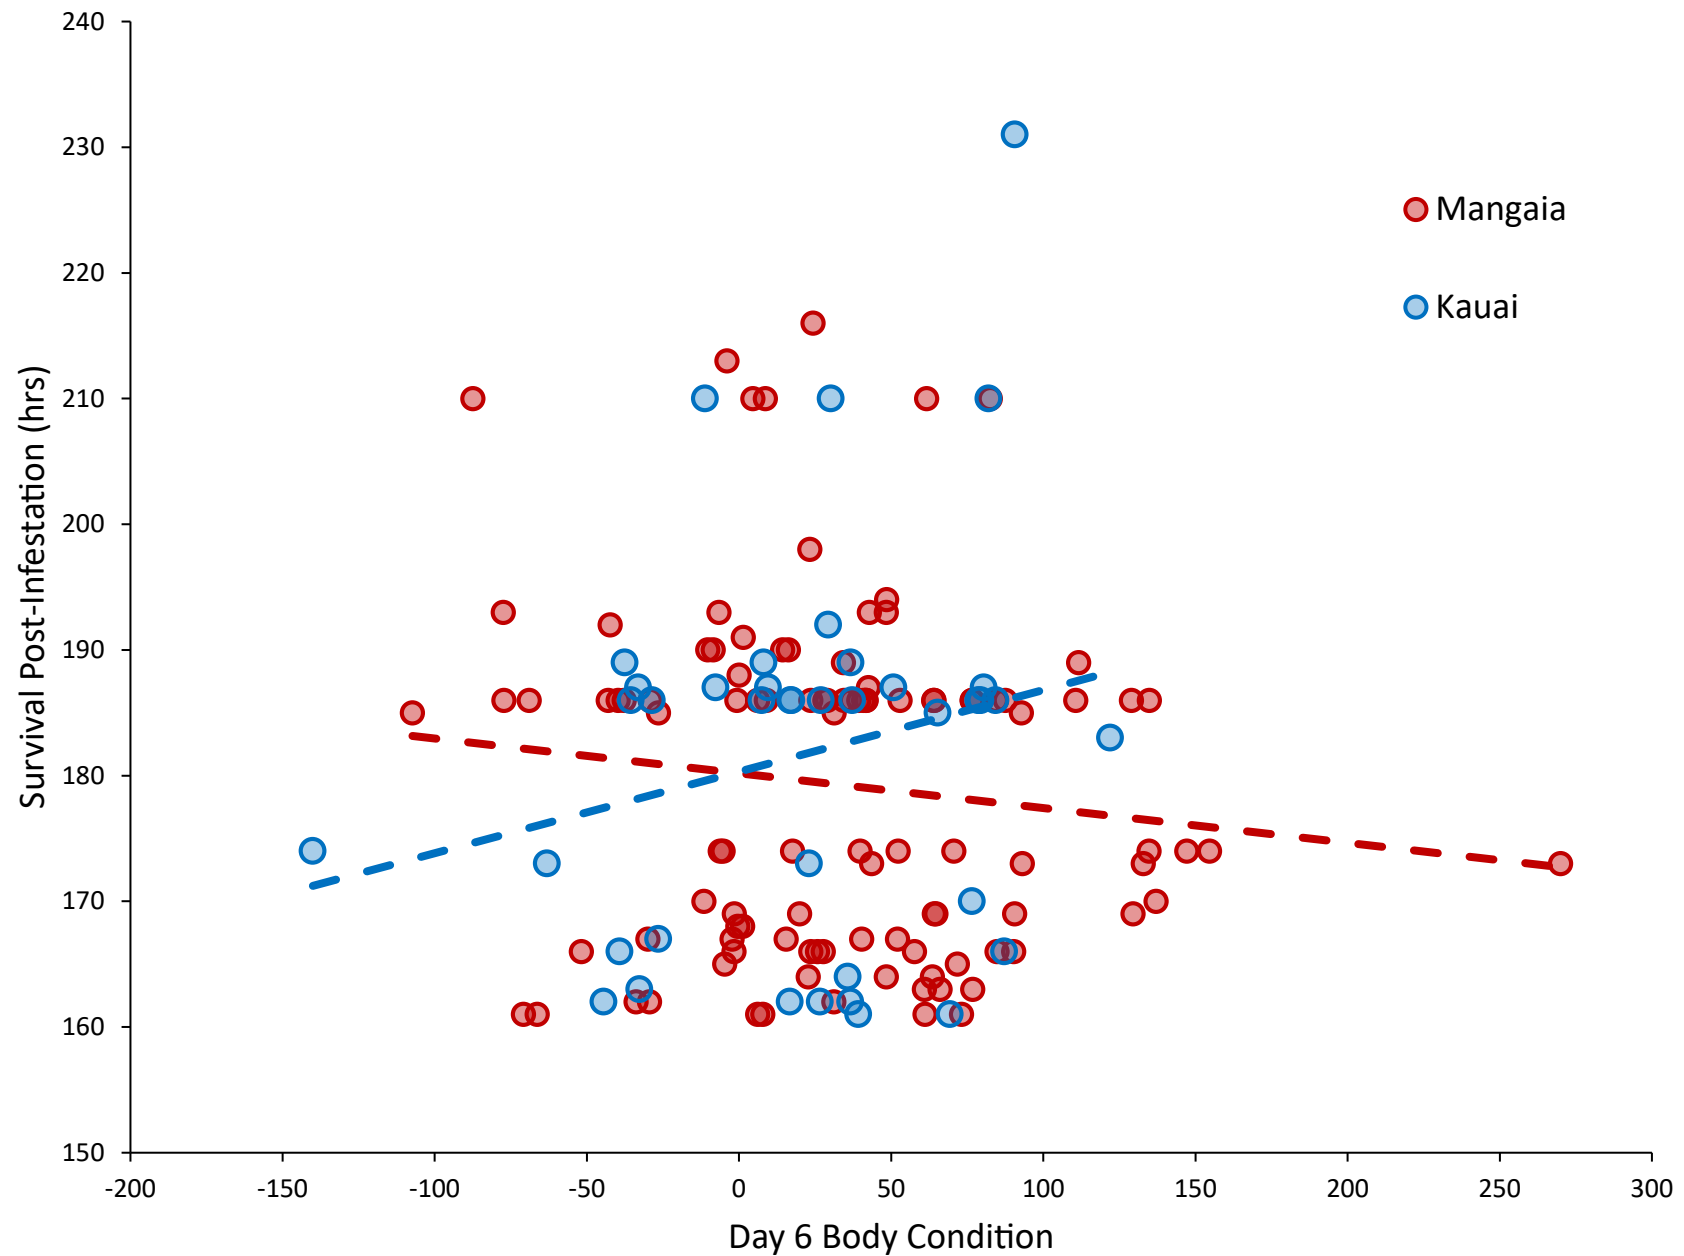

**Supplement:** Supplementary file 1 — Fig S1

# Supplementary material for: Immunogenetic and tolerance strategies against a novel parasitoid of wild field crickets
**Source:** Ecol Evol. 2020 Oct 26;10(23):13312–26. doi: 10.1002/ece3.6930
**Supplement:** Supplementary file 2 — Table S1‐6

**Table S1** Results of repeated measures ANOVA least squares *post hoc* effect slices examining the significant interaction effects of day of infestation (D0-6) and treatment on host body condition. In all cases where the day is significant, infested crickets had higher body condition than controls. Complete model also examined wing morph, thus only Kauai crickets are included in this analysis. Only effect slices of factors found significant in the full model are shown.

**Body condition**

df *F p*

Day 0 1 1.69 0.19

Day 1 1 0.21 0.65

Day 2 1 0.07 0.79

Day 3 1 3.42 0.07

Day 4 1 10.41 **0.001**

Day 5 1 11.20 **<0.001**

Day 6 1 10.84 **<0.001**

**Table S2** Results of repeated measures ANOVA least squares *post hoc* effect slices examining the significant interaction effects of population (flatwing or normal) and the interaction between day of infestation (D0-6) and treatment on host body condition. In all cases where the day is significant, infested crickets had higher body condition than controls. Only effect slices of factors found significant in the full model are shown.

**Body condition**

df *F p*

Mangaia x Treatment 1 37.25 **<0.001**

Kauai x Treatment 1 0.84 0.36

Day 0 x Treatment 1 1.19 0.28

Day 1 x Treatment 1 0.69 0.41

Day 2 x Treatment 1 1.84 0.17

Day 3 x Treatment 1 12.64 **<0.001**

Day 4 x Treatment 1 37.43 **<0.001**

Day 5 x Treatment 1 54.37 **<0.001**

Day 6 x Treatment 1 62.48 **<0.001**

**Table S3** Results of fully factorial least squares effects tests examining the effects of the number of larvae to emerge, population of origin, and host body condition at the start of the experiment on the mean mass of larvae to emerge.

**Mean larval mass Time to emergence Survival post-infestation**

*F p F p F p*

Larvae 56.26 **<0.001** 69.36 **<0.001** 49.16 **<0.001**

Population 5.29 **0.02** 3.43 0.07 1.32 0.25

Body condition 9.27 **0.003** 2.51 0.11 1.73 0.19

Larvae x Population 1.43 0.23 0.53 0.47 2.67 0.10

Larvae x Body condition 0.01 0.94 0.09 0.77 0.00 0.96

Population x Body condition 0.01 0.91 1.40 0.24 0.24 0.62

Larvae x Population x Body condition 0.26 0.61 0.64 0.42 0.09 0.76

**Table S4** Results of fully factorial least squares effects tests examining the effects of the number of larvae to emerge, population of origin, and host body condition six days after infestation on the mean mass of larvae to emerge.

**Mean larval mass Time to emergence Survival post-infestation**

*F p F p F p*

Larvae 62.30 **<0.001** 70.14 **<0.001** 43.43 **<0.001**

Population 17.04 **<0.001** 1.65 0.20 0.00 1.00

Body condition 29.42 **<0.001** 2.09 0.15 7.77 **0.006**

Larvae x Population 1.38 0.24 1.62 0.21 5.82 **0.02**

Larvae x Body condition 0.57 0.45 0.16 0.69 1.40 0.24

Population x Body condition 2.39 0.12 0.70 0.40 4.27 **0.04**

Larvae x Population x Body condition 0.32 0.57 0.02 0.88 3.26 0.07

**Table S5.** Gene expression change in response to infestation for subset of genes annotated with immune system functions.

**Table S6.** Gene expression module eigengene ANOVA results and summary of enriched gene ontology functions.

| **Module** | **Number of Genes** | **% Variance Explained by PC1** | **Eigengene Effects** | **F** | **df(num), df(denom)** | ***P*** |  | **Functional Enrichment** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 4231 | 83.5% | Population | 0.16 | 1, 12 | 0.700 |  | cytoskeleton organization, cell motility, reproduction, cell cyle, homeostatic process, others |
|  |  |  | Infestation Stage | 22.46 | 2, 12 | **< 0.001** | ***** |  |
|  |  |  | Pop x Infest | 0.36 | 2, 12 | 0.706 |  |  |
| 2 | 3773 | 70.5% | Population | 2.30 | 1, 12 | 0.155 |  | signal transduction, vesicle-mediated transport, protein modification, cell morphogenesis, others |
|  |  |  | Infestation Stage | 120.23 | 2, 12 | **< 0.001** | * |  |
|  |  |  | Pop x Infest | 19.29 | 2, 12 | **< 0.001** | * |  |
| 3 | 492 | 78.1% | Population | 0.14 | 1, 12 | 0.720 |  | small molecule metabolic process, lipid metabolic process |
|  |  |  | Infestation Stage | 1.19 | 2, 12 | 0.336 |  |  |
|  |  |  | Pop x Infest | 2.37 | 2, 12 | 0.136 |  |  |
| 4 | 429 | 75.1% | Population | 0.10 | 1, 12 | 0.752 |  | cell differentiation, nervous system process, cell junction organization, others |
|  |  |  | Infestation Stage | 1.95 | 2, 12 | 0.185 |  |  |
|  |  |  | Pop x Infest | 5.19 | 2, 12 | **0.024** | * |  |
| 5 | 201 | 78.2% | Population | 0.37 | 1, 12 | 0.557 |  | carbohydrate metabolic process, lipid metabolic process |
|  |  |  | Infestation Stage | 4.67 | 2, 12 | **0.032** | * |  |
|  |  |  | Pop x Infest | 3.80 | 2, 12 | 0.053 |  |  |
| 6 | 198 | 78.8% | Population | 0.82 | 1, 12 | 0.382 |  | generation of precursor metabolites and energy |
|  |  |  | Infestation Stage | 2.76 | 2, 12 | 0.103 |  |  |
|  |  |  | Pop x Infest | 14.03 | 2, 12 | **0.001** | * |  |
| 7 | 108 | 77.4% | Population | 0.04 | 1, 12 | 0.841 |  | cellular protein modification process |
|  |  |  | Infestation Stage | 15.78 | 2, 12 | **< 0.001** | * |  |
|  |  |  | Pop x Infest | 6.66 | 2, 12 | **0.011** | * |  |
| 8 | 89 | 79.6% | Population | 1.48 | 1, 12 | 0.248 |  | carbohydrate metabolic process, nucleobase-containing compound catabolic process, cell adhesion |
|  |  |  | Infestation Stage | 0.39 | 2, 12 | 0.684 |  |  |
|  |  |  | Pop x Infest | 5.18 | 2, 12 | **0.024** | * |  |
| 9 | 81 | 72.7% | Population | 5.20 | 1, 12 | **0.042** | * | mRNA processing, symbiont process |
|  |  |  | Infestation Stage | 8.03 | 2, 12 | **0.006** | * |  |
|  |  |  | Pop x Infest | 18.56 | 2, 12 | **< 0.001** | * |  |
| 10 | 80 | 83.1% | Population | 3.25 | 1, 12 | 0.097 |  | translation, ribosome biogenesis |
|  |  |  | Infestation Stage | 1.37 | 2, 12 | 0.290 |  |  |
|  |  |  | Pop x Infest | 4.96 | 2, 12 | **0.027** | * |  |
| 11 | 76 | 72.1% | Population | 3.22 | 1, 12 | 0.098 |  | DNA metabolic process |
|  |  |  | Infestation Stage | 37.04 | 2, 12 | **< 0.001** | * |  |
|  |  |  | Pop x Infest | 5.24 | 2, 12 | **0.023** | * |  |
| 12 | 72 | 80.0% | Population | 10.16 | 1, 12 | **0.008** | * | translation, ribonucleoprotein complex assembly |
|  |  |  | Infestation Stage | 9.57 | 2, 12 | **0.003** | * |  |
|  |  |  | Pop x Infest | 1.97 | 2, 12 | 0.182 |  |  |
| 13 | 68 | 80.1% | Population | 1.40 | 1, 12 | 0.260 |  | carbohydrate metabolic process |
|  |  |  | Infestation Stage | 4.75 | 2, 12 | **0.030** | * |  |
|  |  |  | Pop x Infest | 0.71 | 2, 12 | 0.512 |  |  |
| 14 | 61 | 78.5% | Population | 1.97 | 1, 12 | 0.185 |  | signal transduction, homeostatic process |
|  |  |  | Infestation Stage | 4.35 | 2, 12 | **0.038** | * |  |
|  |  |  | Pop x Infest | 9.10 | 2, 12 | **0.004** | * |  |
| 15 | 38 | 74.2% | Population | 0.25 | 1, 12 | 0.625 |  | carbohydrate metabolic process |
|  |  |  | Infestation Stage | 63.61 | 2, 12 | **< 0.001** | * |  |
|  |  |  | Pop x Infest | 1.82 | 2, 12 | 0.204 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

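Gene expression of male *T. oceanicus* was measured by the authors in 18 RNA-seq libraries. Each library pooled RNA of 2 crickets, and 3 libraries were made for each of 6 groups: controls, crickets 4 days after infestation and crickets 7 days after infestation, from Mangaia and from Kauai. All 18 libraries could be matched to their group, and none was left out of the values at the claims.

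The authors trimmed the reads with Trimmomatic 0.33, aligned them in a pair of passes with STAR 2.5.3a, using splice junctions merged by StringTie 1.3.4d, and counted uniquely mapped read pairs per gene. The files hold raw read pairs for 32729 genes, of which 24048 carry an MSTRG identifier and 8681 a TOG identifier, and 28661 have at least 1 read. They also hold the number of pairs that were unmapped (7.51% to 11.6% of a library), mapped to several places, in no gene (5.63% to 6.64%) or in more than one gene (2.92% to 4.99%). Pairs counted in genes made up 68.5% to 73.2% of a library. Counts on the strands of the genes had ratios of 1.003 to 1.009 between strands, as in an unstranded library, and the unstranded counts were used. Read pairs in genes numbered 6266925 to 8023588 per library. No genome was used here, so gene names come only from Table S5, where they rest on matches to proteins of other species, and lists of genes that would need other names were not tested.

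Counts were analysed in R 4.3.3. Genes with at least 1 CPM in at least 2 libraries were kept, a filter that the paper's text states for its ordination. TMM factors ranged from 0.846 to 1.151. One quasi-likelihood negative binomial model of the 6 groups was fitted with edgeR 4.0.16, and contrasts compared each infested group with the controls of its population, the responses of the populations with each other (the interaction) and the populations within each stage. Genes with a Benjamini-Hochberg FDR under 0.05 were called, and for the 53 immune genes of Table S5 the adjustment was also made over the list alone. Fold changes are log2 values, and log2 CPM used a prior count of 2. Standard errors were derived from the test, as the absolute fold change divided by the square root of the F statistic.

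Comparisons of Mangaia with Kauai among the immune genes used exact McNemar tests, and shares carry exact binomial 95% intervals. Both take genes as independent, which they are not, so they do not measure the spread between libraries. PERMANOVA with 999 permutations and nMDS with 4 dimensions and at most 50 random starts were run with vegan 2.7-1 on Bray-Curtis dissimilarities of TMM-normalized CPM, which were transformed by square root and Wisconsin standardization for nMDS and left untransformed for PERMANOVA, and axis scores were compared by exact permutation within populations or within stages. Eigengenes are first principal components of standardized log2 CPM, tested with 100000 permutations. The weighted network of the paper was not rebuilt. In its place the 60% of genes with the largest variance were grouped by k-means into 17 clusters with 50 starts.

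The comparisons of the groups, the alternatives run on them and the rule for naming genes were fixed before the data were examined, apart from 3 alternatives added later: leaving out both day 7 libraries that stand apart from their groups, 99999 permutations for PERMANOVA, and a second way to choose the nMDS axis of the populations. Also chosen only after the results were seen were the tests of normalization, of the Mangaia day 7 libraries, of the size of the changes, of fly larvae and of depth as explanations, the comparison of the 10 most abundant genes, and MSTRG.2452 as a gene to describe. The rule names genes of Table S5, whose values in the paper had been seen, as far as their family needs it, and of the unnamed genes with a mean of at least 10 CPM the 2 with the largest rise and the 2 with the largest fall at day 7 among those called in both populations. The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, limma 3.58.1 voom, RLE size factors, library size alone, no filter, edgeR's filterByExpr, fits of only the libraries compared, the replicate number as a block, other transformations, dimensions and cluster numbers, and leaving out each library in turn. Replicate numbers were checked for pairing between groups by correlating the deviations of libraries from their group means. The coefficients ran from -0.310 to 0.263, with 6 of 18 over 0.1, so the numbers do not pair the libraries.

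The tests were also run on simulated counts, 4 sets of 23748 genes with 200 changed genes each, at folds of 2 and 4. For the response of Kauai at day 4 the quasi-likelihood test recovered 45.5% of 4-fold and 5.5% of 2-fold changes with 3.38% of its calls false, and the likelihood ratio test recovered 64.2% and 14.8% with 23.2% false. The median standard error of a log2 fold change was 0.45 to 0.47 for the responses to infestation and 0.65 for the interactions, which limits what 3 pools per group can show. Counts of libraries of one group had Spearman correlations of 0.867 to 0.961. Stress response genes, survival, body condition and spermatophore measurements were not analysed here.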

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

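The tests of normalization, of the Mangaia day 7 libraries, of the size of the changes, of fly larvae and of depth were chosen only after the result was seen; the counts of other splits of the libraries and the test of the likelihood ratio test on permuted splits were not.

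The response to infestation differed between Mangaia and Kauai for 576 genes at day 7. The count was 1 with the replicate block and 0 without both day 7 libraries that stand apart from their groups, an alternative chosen after the result was seen, and it ranged from 0 to 939 when each library was left out, with 0 without Mangaia control 2 or 3, Mangaia day 7 library 1, Kauai control 2 or 3, Kauai day 4 library 1 or Kauai day 7 library 1, 2 without Kauai day 7 library 3, 26 without Mangaia control 1, 218 without Mangaia day 7 library 3, 317 without Mangaia day 4 library 3, 911 without Kauai day 4 library 2 and 939 without Kauai control 1. Of 100 splits of the libraries drawn, 1, the real one, gave as many genes (highest other 486). The splits cannot exclude chance, since most of them mix the populations within a group, so a population difference enters the spread and can lower their counts. The fits that gave 1 and 0 genes were not run on the splits. By the likelihood ratio test 2 of 100 splits gave at least the 1711 genes of the real split (highest other 1718). The PERMANOVA interaction had an F of 3.64 without transformation, but did not pass after square root and Wisconsin standardization or log2 (permutation p = 0.053 for each). Of 17 k-means clusters, 5 had an interaction after adjustment over the clusters. Part of the interaction of the 576 genes lay in uninfested crickets. In its direction, their median log2 difference between Kauai and Mangaia was 0.908 at day 7 and -0.646 in controls, over genes chosen by that interaction.

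Toll-like receptor 13 (MSTRG.9480) responded differently in the populations, with an interaction of 2.32 on the log2 scale at day 7, called over all genes but not with the replicate block or without any one of 9 libraries, and of 2.26 at day 4, called only when adjusted over the list alone. The interactions of the adhesion G protein-coupled receptor A3 gene MSTRG.21787 (5.14) and of phosphoacetylglucosamine mutase TOG006979 (1.92) at day 7 were called only when adjusted over the list alone, which the study chose on these samples.

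At day 4, genes with a different response in the populations were called by some tests and not by others: edgeR's quasi-likelihood test and limma voom called 0, with 2320 genes at an unadjusted p under 0.05, DESeq2 called 91 and the likelihood ratio test 113. Chance could not be excluded for the 113 genes, since 8 of 100 splits gave as many (highest other 1086); for the quasi-likelihood test the splits decide nothing, since with a real count of 0 all 100 of 100 give at least as many (highest other 296). Whether the likelihood ratio test calls genes at 3 libraries per group without any population difference is not decided by the permuted splits. The median number of its calls over these splits was 2. Most of the splits mix the populations within a group, so a population difference enters the spread and can lower their counts. In simulated counts, 32% of the day 4 interaction calls of the likelihood ratio test were false, with at most 24 false calls in a set. It also called up to 10 genes in simulated Mangaia responses without changed genes. The quasi-likelihood test made 0 false calls in both. The split with 1086 genes set the Mangaia controls, Mangaia day 4 libraries 2 and 3 and Kauai day 4 library 2 against the others, and why it gave so many was not tested. A population difference in the early response stays open, since the quasi-likelihood test recovered 13.8% of simulated 4-fold and 0.75% of simulated 2-fold interactions. By chance 1187 genes would reach an unadjusted p under 0.05, against the 2320 found.

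At day 7, 12174 genes were called in Kauai and 7454 in Mangaia. Normalization as the whole cause is argued against by a ratio of Kauai to Mangaia calls of at least 1.625 under RLE size factors and library size alone. Whether the spread among the Mangaia day 7 libraries is the cause is not decided. At most 7675 genes were called in Mangaia without 1 of them, under the lowest count in Kauai of 9487 when a library was left out. Leaving out a library also leaves fewer in the group and so fewer calls. The median SD of log2 CPM within the group was 0.428 in Mangaia and 0.378 in Kauai at day 7. A larger change of the same genes in Kauai is a candidate explanation, since the median absolute log2 fold change of genes called in both was 1.175 times that in Mangaia. Differences in the number or age of the larvae and between the populations stay open and were not tested.

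A set of 20 genes had at most 1 read in the 6 control libraries and at least 100 reads in the infested ones, and 0 genes showed the reverse. A difference in depth is argued against as the cause, since the median of read pairs in genes of the controls was 0.979 times that of the infested libraries. RNA of fly larvae left in the pools, in a fixed composition, is argued against for 9 of the genes that differ between the populations at day 7, 3 higher and 6 lower in Kauai (adjusted over the list alone). One of the higher genes had 2 reads in Mangaia and 236 in Kauai at day 7. One of the lower genes, MSTRG.6238, had 150 and 3, with 138, 10 and 2 in the 3 Mangaia libraries. Another, MSTRG.12193, had 233, 22 and 18 there, so for such genes the argument rests mostly on 1 library. For the other 11 genes, fly RNA and a response of the cricket cannot be told apart, because no genome of the fly was used and the larvae, which the paper states were dissected out, enter only infested pools. Larvae of different age may also differ in composition, which was not tested.

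The share of read pairs without a mapped position was 1.37 percentage points higher at day 7 than in controls (two-sided exact permutation p = 0.035, adjusted p = 0.14 over 12 comparisons). The exact permutation p was 0.1 without Mangaia control 1, 0.055 without control 2, 0.075 without control 3, and 0.07, 0.07 and 0.075 without Kauai day 7 library 1, 2 and 3. The paper does not report these shares.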

How the results depend on the processing

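Leaving out both day 7 libraries that stand apart from their groups (Mangaia day 7 library 2 and Kauai day 7 library 1), the larger number of permutations and the choice of the nMDS axis with the smallest p were chosen only after the result was seen. For each value below the cause of the change was not tested.

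The stage effect in PERMANOVA, the difference of day 7 on the first nMDS axis, the stage effect of the Module 2 and Module 1 eigengenes and the number of immune genes DE at day 7 kept their direction and their side of the threshold, or stayed within 1.5 times their value, under every alternative run. So did the number of DE genes in Kauai at day 7, which ranged from 9487 to 12504 when each library was left out. Of 102 calls of the immune genes of Table S5 and of the 4 unnamed genes picked by the rule, 60 were kept under every alternative, 40 were lost without at least 1 library and 0 were reversed.

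The likelihood ratio test called 1318 and 1466 DE genes at day 4 in Mangaia and Kauai, 437 in both, 113 and 1711 interaction genes at day 4 and 7, and 513, 505 and 2268 genes between the populations in controls, at day 4 and at day 7. It called 16 immune genes at day 4, 6 in both populations and 4 in Mangaia alone, 1 with an interaction, and 8 with an interaction at day 7. Of its genes called in one population, 73.2% at day 4 and 72.1% at day 7 had the same sign in the other.

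DESeq2 called 1452 and 1496 DE genes at day 4, 447 in both, 91 and 2131 interaction genes, and 656, 504 and 2610 genes between the populations. It called 14 immune genes at day 4, 6 in both and 5 in Mangaia alone, and 7 with an interaction at day 7. Its same-sign shares of genes called in one population were 74.1% and 70.3%, and 97.1% of its shared genes at day 7 had one direction.

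limma voom called 280 DE genes in Kauai at day 4 and 122 in both populations, with 4 immune genes, 1 in Kauai alone and 1 in Mangaia alone, and a same-sign share of 73.2% at day 7.

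With library size alone there were 2235 DE genes in Kauai at day 4, 434 in both populations, 1947 interaction genes at day 7 and 374 and 0 genes between the populations in controls and at day 4. Immune genes numbered 21 at day 4, with 17 in Kauai alone and 1 in Mangaia alone, and at day 7 there were 2 in Mangaia alone and 10 with an interaction. The same-sign share at day 7 was 74.3%, and the Module 2 interaction passed (F = 10.3, permutation p = 0.0021). The median log2 difference of all genes moved to 0.19 for the interaction at day 4 and to -0.21 between the controls.

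With RLE size factors, 0 genes were called between the populations at day 4 and 1 immune gene in Mangaia alone at day 4, the same-sign shares were 85.0% and 73.0%, and all shared genes at day 4 had one direction (100%).

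Without a filter there were 306 interaction genes at day 7, 0 genes between the populations at day 4, 2 immune genes in Kauai alone at day 4, 100% of one direction at day 4 and a same-sign share of 77.0% at day 7. With filterByExpr there were 20 genes between the populations at day 4, 97.9% of one direction at day 7 and a same-sign share of 73.7%.

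Fits of only the libraries compared gave 3327 DE genes in Mangaia at day 7, 2346 shared at day 7, and 415, 0 and 0 genes between the populations. They gave 2 immune genes in Kauai alone at day 4, and at day 7 15 in both, 1 in Mangaia alone and 3 with an interaction. The share of one direction at day 4 was 100%, and the same-sign shares were 77.0% and 82.2%.

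The replicate number as a block gave 434 and 161 DE genes at day 4, 106 in both, 1 and 1 interaction genes, 0, 1 and 1 genes between the populations, 3 immune genes at day 4 with 0 in either population alone, and 0 with an interaction at day 7. The shares of one direction were 100% and 99.2%, and the same-sign shares 87.5% and 78.7%.

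Without both day 7 libraries that stand apart there were 1554 DE genes in Kauai at day 4, 336 in both populations, 0 interaction genes at day 7, and 241, 10 and 5 genes between the populations. Immune genes were 8 in Kauai alone and 1 in Mangaia alone at day 4, and 1 in Mangaia alone and 0 with an interaction at day 7. The same-sign shares were 72.1% and 77.3%, and 99.4% had one direction at day 7.

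The PERMANOVA interaction did not pass after square root and Wisconsin standardization (F = 2.09, permutation p = 0.053) or log2 (F = 2.14, permutation p = 0.053). The population difference on an nMDS axis did not pass without transformation (0.0236, adjusted permutation p = 0.8) or with 2 dimensions (0.0463, adjusted permutation p = 0.0884) under either choice of axis, nor without a filter on the axis of the largest difference (0.0616, adjusted permutation p = 0.0624). Clusters with a stage effect numbered 7 of 10 and 19 of 25, and 11 of 25 had an interaction. The unmapped share at day 7 rose by 1.204 points with multimapped pairs left out of the total (exact permutation p = 0.11).

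When each library was left out in turn, DE genes ranged from 218 to 847 in Mangaia and 106 to 759 in Kauai at day 4 and from 4309 to 7930 in Mangaia at day 7, and shared genes from 85 to 284 at day 4 and 3423 to 5936 at day 7. Interaction genes at day 7 ranged from 0 to 939, and genes between the populations from 0 to 20, 0 to 224 and 18 to 1278. Shares of one direction ranged from 99.3% to 100% and 97.7% to 99.4%, and same-sign shares from 77.8% to 90.1% and 72.3% to 80.5%. Immune genes at day 4 ranged from 4 to 11, with 1 to 5 in both, 0 to 5 in Kauai alone and 0 to 3 in Mangaia alone. At day 7, 14 to 24 were called in both, 13 to 29 in Kauai alone, 1 to 6 in Mangaia alone and 0 to 3 with an interaction.

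The lowest counts came without Mangaia control 1 for Mangaia (218 and 4309), for genes shared at day 7 (3423) and for immune genes in both at day 7 (14), and without Kauai control 3 for Kauai at day 4 (106), for genes shared at day 4 (85) and for immune genes in Kauai alone (0 at day 4 and 13 at day 7). The F of the Module 2 interaction ranged from 1.75 without Mangaia day 7 library 1 to 6.75 without Mangaia day 4 library 1, and that of Module 1 from 1.69 without Mangaia day 4 library 1 to 5.09 without Mangaia day 7 library 2. The population difference ranged from 0.0453 to 0.0633 on the axis of the largest difference, where 11 of 18 fits lost it (adjusted permutation p up to 0.148). On the axis of the smallest p, a choice that favours passing, it ranged from 0.0410 to 0.0586 and 0 of 18 fits lost it (adjusted permutation p up to 0.038). The unmapped share ranged from 1.08 to 1.71 points.

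Depth limits Toll-like receptors and phenoloxidases with few reads, such as MSTRG.7687 and MSTRG.11188, for which 1 control or day 7 read sets the fold change.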

Differences from the paper's values

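Leaving out both day 7 libraries that stand apart from their groups was chosen only after the result was seen. The paper's counts were compared at its threshold, an FDR of 0.05. The paper's text names a negative binomial GLM in edgeR and does not name the test of the coefficients. edgeR's likelihood ratio test gave the paper's value exactly for each count of genes below, and no other alternative gave all of them. The differences in these counts are therefore those between the quasi-likelihood test and the likelihood ratio test.

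The paper reports 1318 DE genes in Mangaia at day 4, where 738 were called here. Of the alternatives set before the data were examined, edgeR's likelihood ratio test (1318) and DESeq2 (1452) come within 1.5 times the paper's value. limma voom, RLE size factors, library size alone, no filter, filterByExpr, only the libraries compared, the replicate block and each fit without 1 library do not.

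For Kauai at day 4 the paper's value is 1466, and 491 genes were called here. The likelihood ratio test (1466) and DESeq2 (1496) come within 1.5 times the paper's value, and limma voom, RLE size factors, library size alone, no filter, filterByExpr, only the libraries compared, the replicate block and each fit without 1 library do not. Leaving out both day 7 libraries that stand apart, an alternative chosen after seeing the values, gave 1554, and it drops 2 of the 12 genes that Table S5 marks as DE in this comparison.

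The paper's count of genes shared at day 4 is 437, and 220 were found here. Within 1.5 times the paper's value are the likelihood ratio test (437), DESeq2 (447) and library size alone (434). limma voom, RLE size factors, no filter, filterByExpr, only the libraries compared, the replicate block and each fit without 1 library are not. With both day 7 libraries that stand apart left out, chosen after seeing the values, there were 336.

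The paper reports 113 genes with an interaction at day 4, where edgeR's quasi-likelihood test called 0, with 2320 at an unadjusted p under 0.05. The likelihood ratio test (113) and DESeq2 (91) come within 1.5 times the paper's value. limma voom, RLE size factors, library size alone, no filter, filterByExpr, only the libraries compared, the replicate block and each fit without 1 library do not.

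At day 7 the paper's count of interaction genes is 1711, and 576 were called here. Within 1.5 times the paper's value are the likelihood ratio test (1711), DESeq2 (2131) and library size alone (1947), and limma voom, RLE size factors, no filter, filterByExpr, only the libraries compared, the replicate block and each fit without 1 library are not.

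Immune genes DE at day 4 are 16 in the paper, from a list of 67, and 9 here, from the 53 with identifiers in Table S5. Within 1.5 times the paper's value are the likelihood ratio test (16), DESeq2 (14), library size alone (21), filterByExpr (11) and the fit without Mangaia day 4 library 1 (11). limma voom, RLE size factors, no filter, only the libraries compared, the replicate block and the other fits without 1 library are not. Genes called in both populations are fewer here (3) than in the paper, and the likelihood ratio test and DESeq2 each called 6.

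Of these, 4 are DE only in Mangaia in the paper and 2 here, MSTRG.13095 and MSTRG.23640. Within 1.5 times the paper's value are the likelihood ratio test (4), DESeq2 (5), filterByExpr (3) and the fits without Mangaia day 4 library 1 (3) or Kauai control 2 (3). limma voom, RLE size factors, library size alone, no filter, only the libraries compared, the replicate block and the other fits without 1 library are not.

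Fold changes in Table S5 were compared for 212 values, and 0 differed in sign or by more than the standard error; the largest absolute difference was 0.0153 and the median 0.003 on the log2 scale. The paper marks 10 and 12 of the 53 genes as DE at day 4 in Mangaia and Kauai and 28 and 46 at day 7. The quasi-likelihood test called 5, 7, 27 and 45, all of them marked, and the likelihood ratio test called the 10, 12, 28 and 46 that the paper marks.

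The paper concludes that the expression of Module 2 increases more in Kauai, from a test on the whole module. For its 22 immune genes the eigengene rose more in Kauai (0.652 against 0.449), and the interaction had F = 3.40 (permutation p = 0.0693). It passed with library size alone (permutation p = 0.0021).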

Other observations

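The counts of other splits of the libraries were chosen before their results were seen, and the comparison of the share of the 10 most abundant genes was chosen only after the result was seen.

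Within a population, 3 libraries against 3 give 10 splits, too few for a share under 0.05. The real split gave 738 genes in Mangaia and 491 in Kauai at day 4 and 7454 and 12174 at day 7, and the highest other split gave 0 in each case; 1 of 10 splits, the real one, gave as many genes in each of the 4 comparisons. For genes called in both populations, 1 of 100 splits gave as many as the real one at day 4 (220 genes, highest other 0) and at day 7 (5566 genes, highest other 0). These splits cannot exclude chance, since the other groups mix control and infested libraries, whose difference then enters the spread. When Kauai alone was regrouped, the real split of Mangaia gave 199 to 789 genes at day 7 instead of 7454.

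Between the populations, 10 genes were called in controls, 36 at day 4 and 839 at day 7 by edgeR's quasi-likelihood test, with 3539, 2339 and 5570 genes at an unadjusted p under 0.05. The highest other splits gave 0, 75 and 102 genes, and 1 of 10, 2 of 10 and 1 of 10 splits gave as many as the real one, too few splits for a share under 0.05. Leaving out each library moved these counts between 0 and 20 in controls, 0 and 224 at day 4 and 18 and 1278 at day 7. The lowest were found without Kauai control 1, Mangaia control 1 and Kauai day 7 library 1, and the highest without Mangaia day 7 library 2, Kauai day 4 library 3 and Kauai day 4 library 2.

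Of the 12 comparisons of mapping shares with controls, the share of pairs mapped to several places fell by 2.75 points at day 7 (two-sided exact permutation p = 0.02, adjusted p = 0.14), and the share of the 10 most abundant genes fell by 3.65 points (exact permutation p = 0.035, adjusted p = 0.14). At 3 libraries per population these comparisons reach at best an exact p of 0.005.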
